# Synergistic Regulation of Transcription and Translation in Escherichia coli Revealed by Codirectional Increases in mRNA Concentration and Translation Efficiency

**DOI:** 10.1128/spectrum.02041-21

**Published:** 2022-02-09

**Authors:** Huong Le Nguyen, Marie-Pierre Duviau, Sandrine Laguerre, Sébastien Nouaille, Muriel Cocaign-Bousquet, Laurence Girbal

**Keywords:** *Escherichia coli*, gene expression regulation, mRNA concentration, polysome profiling, ribosome density, ribosome occupancy, transcription, translation regulation

## Abstract

Translational regulation was investigated at the genome-scale in Escherichia coli cells. Using the polysome profiling method, the ribosome occupancy (RO) and ribosome density (RD) of different mRNA copies were determined for several hundred mRNAs during the exponential- and stationary-phases, providing the most complete characterization of such regulation in E. coli. Although for most genes, nearly all mRNAs (>90%) were undergoing translation, they were loaded with far fewer than the theoretical maximum number of ribosomes, suggesting translation limitation at the initiation step. Multiple linear regression was used to identify key intrinsic factors involved in the genome-wide regulation of RO and RD (i.e., open reading frame GC%, protein function, and localization). Unexpectedly, mRNA concentration, a factor that depends on cell physiology, was predicted to positively regulate RO and RD during the exponential- and stationary-phases. Using a set of selected genes controlled by an inducible promoter, we confirmed that increasing the mRNA concentration upon transcription induction led to increases in both RO and ribosome load. The fact that this relationship between mRNA concentration and translation parameters was also effective when E. coli cells naturally adapted to carbon source changes demonstrates its physiological relevance. This work demonstrated that translation regulation is positively controlled by transcript availability. This new mechanism contributed to the codirectional regulation of transcription and translation with synergistic effects on gene expression and provided a systemic understanding of E. coli cell function.

**IMPORTANCE** The process of gene expression is divided into translation and transcription. Considerable efforts have been made in bacteria to characterize the mechanisms underlying translational regulation and identify the regulatory factors for particular mRNAs. However, to understand bacterial physiology and adaptation, it is important to elucidate genome-wide translational regulation and examine its coordination with transcriptional regulation. Here, we provided a genome-wide picture of translational regulation in Escherichia coli. For most genes, nearly all mRNA copies were found to undergo translation but were loaded with a low number of ribosomes. We showed that mRNA concentration had a positive effect on translation regulation, linking translational regulation to transcriptional regulation as well as to cell physiology and growth conditions. The codirectional regulation of transcription and translation had synergistic effects on gene expression, contributing to E. coli cell function optimization. This finding could be used in biotechnology to optimize strategies for recombinant protein synthesis.

## INTRODUCTION

Protein synthesis is an important cellular process because the translation of mRNA into proteins is the most energy-consuming process in bacterial cells (1). A fundamental question is how and to what extent the cell controls the synthesis of proteins to optimize its function. Protein synthesis depends on the mRNA concentration (2) and is, therefore, regulated at the transcriptional level. However, mRNA and protein concentrations are only moderately correlated (between 0.36 and 0.7) (2–4), indicating additional regulation at the translational level and raising questions. Is translational regulation generally coordinated with transcriptional regulation in bacteria? Are they codirectional, with synergistic effects on gene expression or antagonistic, leading to attenuated gene expression? Deciphering the general rules of translational regulation should shed light on the coordination of transcriptional and translational regulation and provide a better understanding of bacterial physiology and adaptation processes.

Translational regulation in bacteria has not been often studied but has been identified in response to environmental cues and stress (5–8), and exponentially growing cells (9). Regulation occurs in both the initiation and elongation phases of translation by sequence-related modulation of ribosome-binding efficiency and the elongation rate. For example, ribosome binding is regulated by the level of secondary structure in the 5′ untranslated region (UTR), the strength of the ribosome binding site (RBS) (10), and the ribosome elongation rate by codon usage bias in the coding sequence (11–13). While these ribosome-related forms of regulation apply to all mRNAs, other factors are more specific and regulate the translation of subsets of mRNAs. mRNA binding of regulatory proteins and small RNAs (sRNAs) represses and activates translation initiation, for instance, by overlapping with the Shine-Dalgarno sequence and preventing the formation of inhibitory secondary structure (as exemplified for the protein CsrA and RyhB sRNA (14, 15)). Although each of the above-mentioned regulatory factors have been well studied individually, their relative importance in translational regulation at the genome-wide level in E. coli has not been quantified.

The development of high-throughput methods, such as ribosome and polysome profiling has made it possible to study translational regulation at the genome-wide level in bacteria. Genome-wide translational information is usually obtained in bacteria using the ribosome profiling method based on ribosome footprints (6, 9, 16–20). This method, which is experimentally quite simple, provides the average ribosome density (RD) per mRNA, which is defined as the total number of bound ribosomes divided by the total number of mRNA copies. However, the number of bound ribosomes differs between mRNA copies (7, 21). The specific ribosome load of each mRNA copy can only be determined using the polysome profiling method based on the physical separation of mRNA molecules in terms of the number of bound ribosomes. Moreover, polysome profiling is the only approach that can quantify ribosome occupancy (RO): the proportion of mRNA copies undergoing translation for each gene. Large-scale polysome profiling estimates of RD and RO are lacking in E. coli but are required for a genome-wide understanding of translational regulation in this model bacterium.

To determine the general rules of translational regulation and gain a better understanding of its coordination with the transcription process, we used polysome profiling to perform the first genome-wide analysis of the translational status of E. coli mRNAs in fast-and nongrowing cells. Multiple linear regression was used to identify and rank the effects of multiple parameters on the RO and RD of each mRNA. Strikingly, mRNA concentration, which depends on cell physiology and growth conditions, was predicted to be a significant regulatory factor of RO and RD in both growing and nongrowing E. coli cells. This positive effect of mRNA concentration on translation regulation identified at the omics scale was confirmed in a set of selected genes after induction of artificial transcription. Results for E. coli during adaptation to a new carbon source illustrate the physiological relevance of translational regulation by mRNA concentration.

## RESULTS

### Determination of RO and RD for monocistronic genes.

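Ribodepleted RNA of the 7 polysome fractions A to G was sequenced for 3 independent cultures of E. coli MG1655 in each phase, which gave 42 libraries. Cells were collected at an OD600 of 1.3 in the exponential-phase and of 3.4 in the stationary-phase. Fraction A held mRNA free of ribosomes, and fractions B to G held mRNA bound to rising numbers of ribosomes. The authors deposited the number of reads counted on each gene of each library, without normalization. All values were whole numbers of at least 0, and 4479 genes were listed in every library. Total counts lay between 2568930 and 11067633 per library in the exponential-phase (median 6522255) and between 8079918 and 13891303 in the stationary-phase (median 10309093). Fraction A of the exponential-phase was the least deeply sequenced, with at most 3677343 counts. A gene of Table S4 had a median of 93 counts in a fraction A library of the exponential-phase and of 164 in one of the stationary-phase. In the paper, counts were normalized by DESeq2 size factors and then by the RNA quantities of each fraction, and the deposited counts do not include this step. In their place, 1 constant per library was solved from the RO values of Table S4 for a random part of the genes and checked on the others. The median absolute error of RO on the genes kept apart was 0.0442 points over 782 genes in the exponential-phase and 0.0299 points over 817 genes in the stationary-phase. The largest errors were 5.27 and 13.6 points, against 7.22e-05 and 7.49e-05 points in the setting with 1 count added that is described below. RO calculated in this way is therefore not independent of Table S4, and its mean level is inherited from it. The share of fraction A depended less on the setting of the constants than the split among fractions B to G did. When 1 count was added to every gene in every library, a setting chosen after the data had been seen, the share of protein-coding mRNA in fraction A moved by at most 0.476 points in any culture, but the share of a fraction from B to G moved by up to 3.00 points. For culture 2 of the stationary-phase, the constant of fraction E was close to 0 without an added count, so that fraction E held 0.000258% of the protein-coding mRNA, against 2.82% with 1 count added. Shares of single fractions from B to G are therefore less certain than RO.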

E. coli cells were cultured in the exponential- or stationary-phase (1 h after glucose depletion) to characterize the translational status of E. coli mRNAs in both phases (Fig. 1). The translation was characterized at the genome-wide scale using polysome profiling. mRNA-polysome complexes were divided into seven fractions (A to G) by ribosome load (Fig. 1). 

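The distribution of each gene over the 7 fractions was compared between the 2 phases on all 42 libraries with limma, with voom weights, TMM normalization and a term for each of the 6 cultures. This comparison used no constants from Table S4, and a difference is relative to the typical gene of the same library. Among 4281 genes with enough counts, 2328 had a Benjamini-Hochberg adjusted p under 0.05 for the 6 coefficients that combine phase and fraction. The count fell most, to 943 of 1562 tested genes, when only the genes of Table S4 were tested; with all genes it was 1213 when the term for the culture was left out. The contrast of fraction A against fractions B to G differed between phases for 2177 genes, of which 1178 had a larger free share in the stationary-phase and 999 a smaller one. Which group was larger depended on the normalization and on the filter, since RLE size factors gave 989 genes with a larger and 1176 with a smaller free share, and a minimum of 10 counts in every library gave 790 and 1070. The contrast of fractions F and G against fractions B and C, which follows the ribosome load, differed for 1453 genes, with 750 higher and 703 lower in the stationary-phase. The free share of argA (b2818) was higher in the stationary-phase by 3.38 on the log2 scale (standard error 0.14, adjusted p = 4.07e-19 from limma's moderated test). That of cmk (b0910) changed by -2.12 (standard error 0.088, adjusted p = 4.07e-19 from the same limma test). For ribosome load, the log2 change was 1.66 for fimC (b4316; standard error 0.098, adjusted p = 1.03e-14, limma) and -2.22 for pheT (b1713; standard error 0.11, adjusted p = 1.85e-16, limma). These genes were picked among those that changed in the same direction in all 9 pairs of a stationary and an exponential culture. The log2 change in free share was 2.39 for lysC (b4024) and 3.69 for carB (b0033), and it was -3.12 for fadB (b3846) and -2.58 for cspA (b3556). The log2 change in ribosome load was 1.41 for clpA (b0882) and 1.61 for yhjJ (b3527), and it was -1.64 for guaA (b2507) and -1.79 for asd (b3433). Of these picked genes, carB, cmk, fadB, fimC, guaA and pheT are not among the monocistronic genes of Table S4.

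All 8 genes of Fig. S1 had an adjusted p under 0.05 for the distribution over fractions. The figure gives shoB, yhdV, yahI and hyaB as alike in both phases. As the test is relative to the typical gene, a call does not by itself oppose the figure. In the limma test the adjusted p was 3.29e-10 for glpB (b2242), 1.61e-08 for acrZ (b0762), 0.000711 for cadC (b4133) and 0.000103 for livH (b3457). It was 0.00681 for shoB (b4687), 0.0109 for yhdV (b3267), 2.49e-05 for yahI (b0323) and 0.0202 for hyaB (b0973). Among these 8 genes, the limma result for hyaB and livH was lost without the term for the culture, with adjusted p = 0.518 and 0.119. Without 1 replicate, the adjusted p from limma rose to at most 0.258 for hyaB, 0.161 for yhdV, 0.163 for shoB and 0.0781 for cadC. In the exponential-phase, a fraction A library held as few as 1 count of yahI and 3 of hyaB. With the constants, fraction A held 82.9% ± 5.97 (SD, n = 3 cultures) of the shoB mRNA in the exponential-phase and 57.8% ± 9.69 (SD, n = 3) in the stationary-phase. For glpB, the share of fraction A was 7.34% ± 4.42 (SD, n = 3) in the exponential-phase, where a fraction A library held as few as 3 of its counts, and 40.6% ± 7.04 (SD, n = 3) in the stationary-phase. Over all protein-coding genes, fraction B held 10.6% ± 4.51 (SD, n = 3) of the normalized counts in the exponential-phase and 36.6% ± 11.2 (SD, n = 3) in the stationary-phase. Fraction F held 24.1% ± 4.87 (SD, n = 3) and 9.39% ± 1.90 (SD, n = 3), respectively. With 1 count added, the means for fraction B were 10.6% and 35.8%, and those for fraction F were 23.5% and 9.37%.

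**Figure D1:**
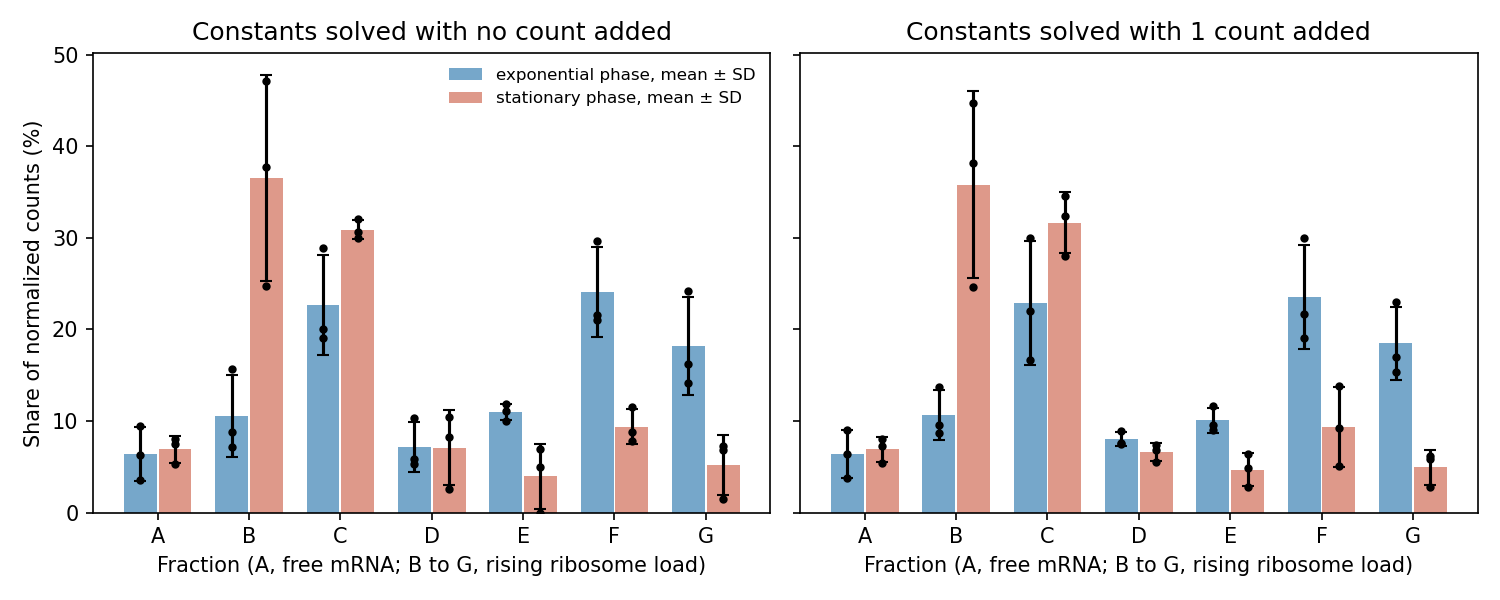
Share of the normalized counts of protein-coding genes (%) in fractions A to G in the exponential- and stationary-phases, with constants solved without an added count (left) and with 1 count added (right). Bars are means of 3 cultures, error bars are SDs and points are single cultures; fraction B is the highest bar of the stationary-phase in both panels.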

The distribution of mRNA copies between fractions for each gene was measured in the two culture phases (Fig. S1). We determined RO, the proportion of mRNA copies undergoing translation, and RD (the most frequently observed number of ribosomes bound on all the different mRNA copies of a gene), for several hundred monocistronic genes in both culture phases (Fig. 2). The analysis excluded polycistronic genes because it is not possible to assign the ribosome load to one or the other cistrons of an operon.

**FIG 1:**
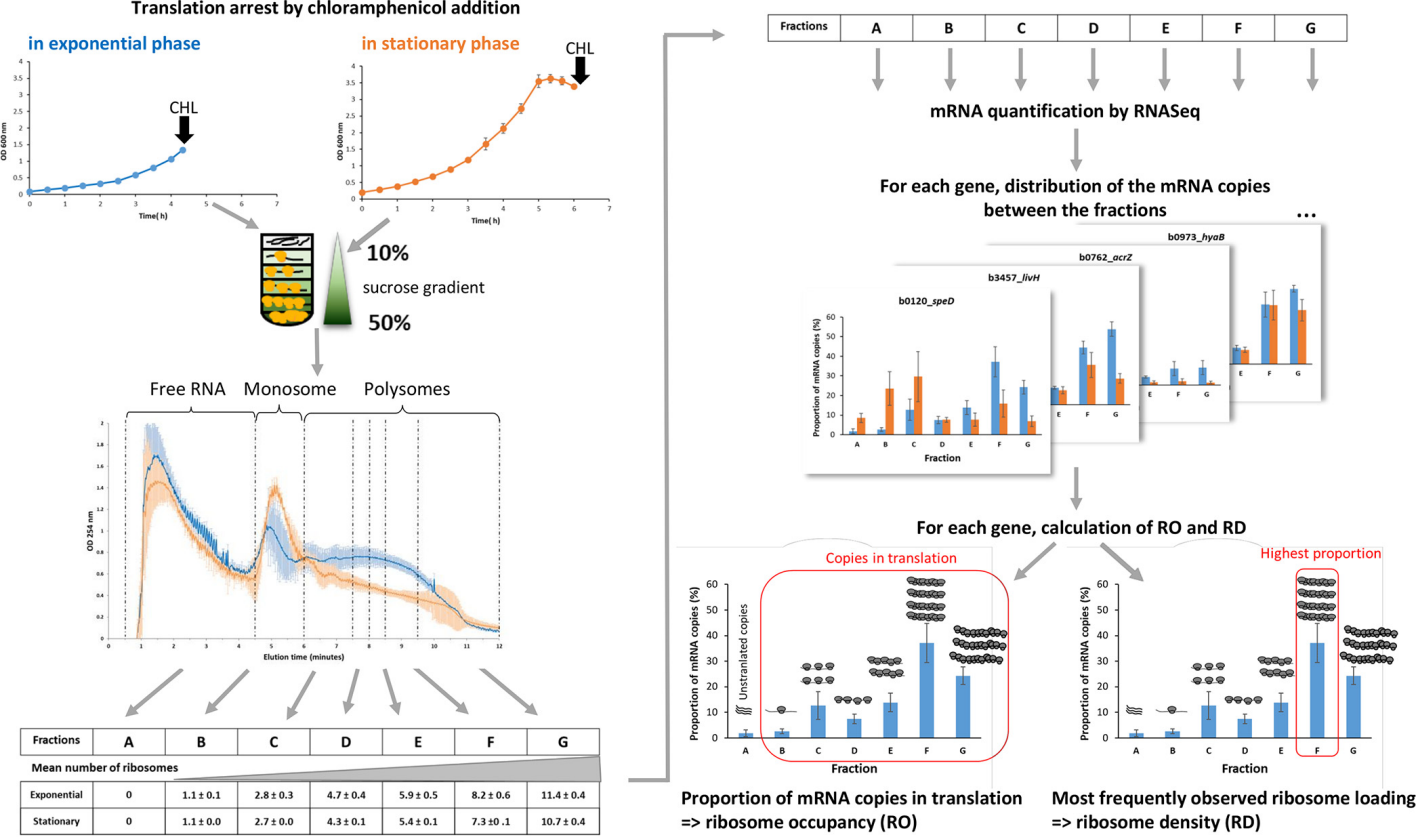
Polysome profiling experiment. All cultures and polysome profiling experiments were repeated three times to provide independent biological replicates in each culture phase. CHL, chloramphenicol.

**FIG 2:**
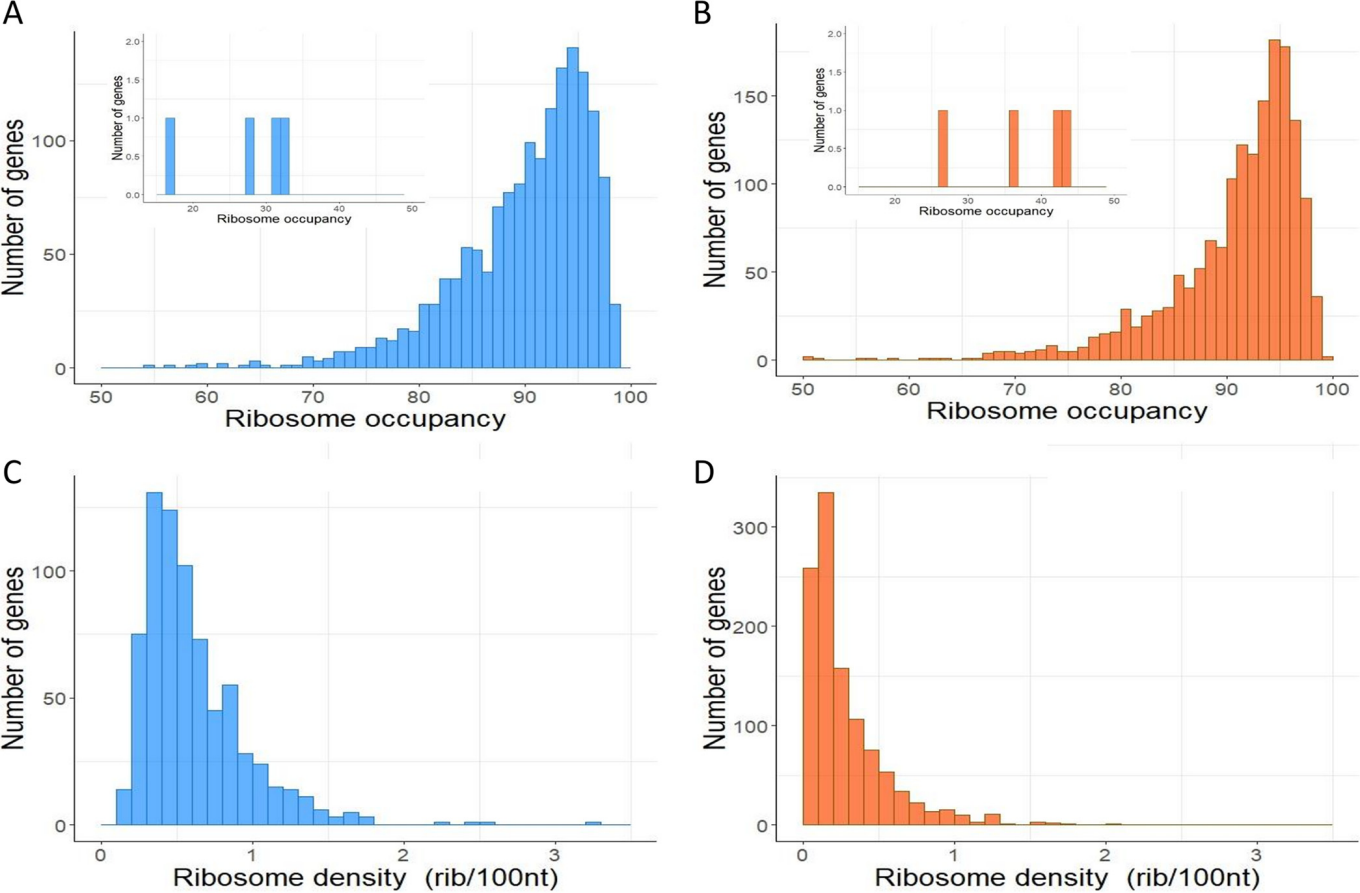
RO and RD for monocistronic genes. Distributions of the mean RO (A) during the exponential-phase for 1563 genes and (B) during the stationary-phase for 1633 genes. The insets are expanded views of the low RO region (between 15% and 50%). RD distribution (C) during the exponential-phase calculated for 732 genes and (D) during the stationary-phase calculated for 1102 genes.

The mean RO values were, respectively, 90% ± 7% and 91% ± 7% in the exponential- and stationary-phases (Fig. 2A and B). These high values indicate that for most genes, nearly all mRNA copies underwent translation. These values are particularly high compared with the 66% value reported for another bacterium, Lactococcus lactis (7).

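Across the genes of Table S4 that have an annotated length, the mean RO was 89.9% in the exponential-phase (1562 genes) and 90.7% in the stationary-phase (1632 genes), a level set by the constants solved from Table S4. The SD between genes was 7.28 points in the exponential-phase and 7.36 points in the stationary-phase. The means of the 3 cultures were 94.1%, 86.0% and 89.6% in the exponential-phase and 90.6%, 92.8% and 88.9% in the stationary-phase, which gave an SD between cultures of 4.05 and 1.98 points, respectively. Without the constants, the size factors alone gave 82.3% and 83.3%. Of the alternatives tried, this one moved the mean RO most. Size factors bring the typical gene to about equal counts in all 7 fractions, whatever the RNA quantities were. Those 2 values are therefore largely set by the number of fractions and are no estimate of RO.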

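RO was at least 90% for 944 genes (60.4%) in the exponential-phase and for 1125 genes (68.9%) in the stationary-phase. It was under 50% for 4 and 6 genes, respectively. The median over genes of the SD between the 3 cultures was 3.72 points in the exponential-phase and 1.94 points in the stationary-phase, so that many genes near 90% lay within the spread between cultures of that limit. Among the genes of Table S4, the lowest RO in the exponential-phase was that of dinQ (b4613) with 16.9% ± 3.13 (SD, n = 3 cultures). It was followed by hokB (b4428) with 27.7% ± 5.48 (SD, n = 3) and mokB (b1420) with 30.7% ± 6.65 (SD, n = 3). The next lowest was ldrD (b4453) with a mean of 32.1%, from 37.1%, 19.1% and 40.2% in the 3 cultures. The RO of shoB (b4687), which is not in Table S4, was 17.1% ± 5.97 (SD, n = 3) in the exponential-phase. In the stationary-phase, dinQ had an RO of 13.0% ± 5.44 (SD, n = 3), hokB of 27.1% ± 5.00 (SD, n = 3) and yfjJ (b2626) of 35.7% ± 16.4 (SD, n = 3). The value of ldrA (b4419), 37.7% ± 22.9 (SD, n = 3), rested on 32 counts over the 21 libraries of the stationary-phase; the paper's value in Table S4 is 51.2%. With 1 count added, the value of ldrA was also 51.2%, so that the difference comes from the setting without an added count. From the high mean RO, the paper reasons that nearly all copies of most mRNAs were being translated.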

Genes generally had relatively low RD values with a mean of 0.6 ribosomes/100 nucleotides (nt) in exponentially growing cells (Fig. 2C) and 0.3 ribosomes/100 nt in nongrowing cells (Fig. 2D), which is much lower than the maximum theoretical density of 3.3 ribosomes/100 nt (under the assumption that a ribosome occupies ∼30 nt). 

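A single peak fraction was found by the bootstrap on residuals for 775 genes in the exponential-phase and 1140 genes in the stationary-phase. The bootstrap pooled the 21 residuals of a gene and drew 1000 data sets, and a peak was kept when it was the same fraction in at least 95% of them. The mean RD was 0.606 ribosomes/100 nt in the exponential-phase and 0.267 ribosomes/100 nt in the stationary-phase. When each culture was given its own peak fractions, the SD between the 3 cultures was 0.224 and 0.0766 ribosomes/100 nt, respectively. The median RD was 0.509 ribosomes/100 nt in the exponential-phase and 0.168 ribosomes/100 nt in the stationary-phase. Of the genes with an RD in the exponential-phase, 590 peaked in fraction C and 168 in fraction F. In the stationary-phase, 855 peaked in fraction B and 281 in fraction C. No gene with an RD peaked in fraction D or E in either phase, and these fractions span fewer minutes of elution than the others. With the share per minute of elution, a setting chosen after the data had been seen, 407 genes had an RD in the exponential-phase and 824 in the stationary-phase, with means of 0.847 and 0.247 ribosomes/100 nt. With 1 count added, the numbers of genes with an RD were 806 and 1130, with mean RDs of 0.586 and 0.280 ribosomes/100 nt. With equal constants for all libraries, the mean RDs were 0.477 and 0.401 ribosomes/100 nt, so that most of the difference in RD between phases rests on the constants. Equal constants leave out the RNA quantity of each fraction and bring the typical gene to about equal counts in all fractions. They thus remove a shift shared by most genes, and a smaller difference was set in advance. This comparison cannot show whether the difference is real. In 537 genes with an RD in both phases, the peak lay in a lighter fraction in the stationary-phase for 378, in the same fraction for 159 and in a heavier fraction for 0. The RD values of Table S4 did not enter the constants; the fraction with the highest mean share was that of Table S4 for 731 of 732 genes in the exponential-phase and for 1101 of 1101 genes in the stationary-phase. A gene had an RD both here and in Table S4 in 683 and 1046 cases, respectively.

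**Figure D2:**
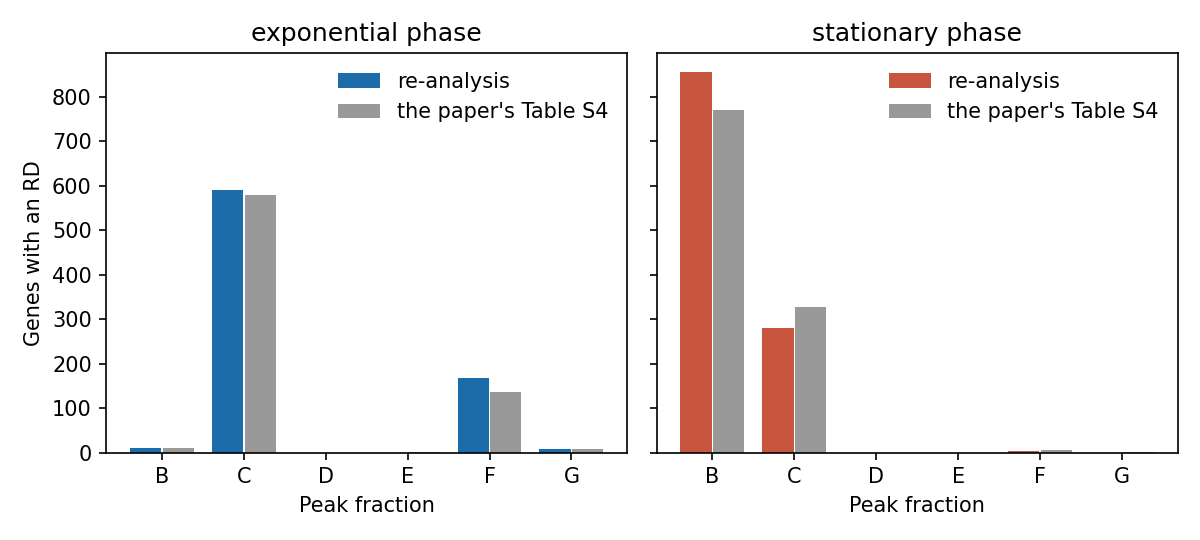
Number of genes with an RD (y axis) by peak fraction B to G (x axis) in the exponential- and stationary-phases; coloured bars are the counts computed here and grey bars the counts in the paper's Table S4. Fraction C with 590 genes is the most frequent peak in the exponential-phase and fraction B with 855 genes in the stationary-phase.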

The presence of free 30S and 50S ribosomal subunits in fraction A (identified by relative levels of 16S and 23S rRNAs in this fraction [Fig. S2]) indicates that the low RD values were probably not due to a lack of free ribosomes.

We compared the RO and RD values with other translation-related parameters available in the literature for E. coli namely, the RBS score (10), which is widely used to predict translation initiation rates, and the computationally (Transim) predicted translation rate in exponentially growing E. coli cells (22), which account for both translation initiation and elongation regulation. The positive correlations obtained (Table 1) indicate that RO and RD are positively associated with mRNA translation and can be considered translation efficiency metrics.

**TABLE 1:** Simple correlations of RO and RD with RBS score (RBS calculator [10]) and translation rate predicted with Transim (22)^*a*^

Translation-related parameter	Exponential-phase		Stationary-phase	
	RO	RD	RO	RD
RBS score	Coeff = 0.28 pval = 5.9 × 10^−24^ (1210 genes)	Coeff = 0.18 pval = 1.6 × 10^−5^ (583 genes)	Coeff = 0.26 pval = 4.0 × 10^−20^ (1210 genes)	Coeff = 0.20 pval = 1.1 × 10^−8^ (824 genes)
Predicted translation rate	Coeff = 0.26 pval = 7.1 × 10^−20^ (1204 genes)	Coeff = 0.31 pval = 4.3 × 10^−14^ (577 genes)	ND^*b*^	ND

a Spearman correlation coefficients with the associated P values and the numbers of genes in the data set are also listed. Transim modeling was not suitable for the stationary-phase.

b ND, not determined.

### Prediction of regulatory factors for mRNA translation.

Factors regulating mRNA translation in E. coli were identified using multiple linear regression. The variability of RO and RD was analyzed and the simultaneous contributions of more than 15 parameters (listed in Materials and Methods) were ranked. Although the coefficients of determination (R^2^) of the models were low (between 0.12 and 0.27), a large set of quantitative and qualitative factors involved in RO and RD regulation during the exponential- and stationary-phases was identified (Fig. 3).

**FIG 3:**
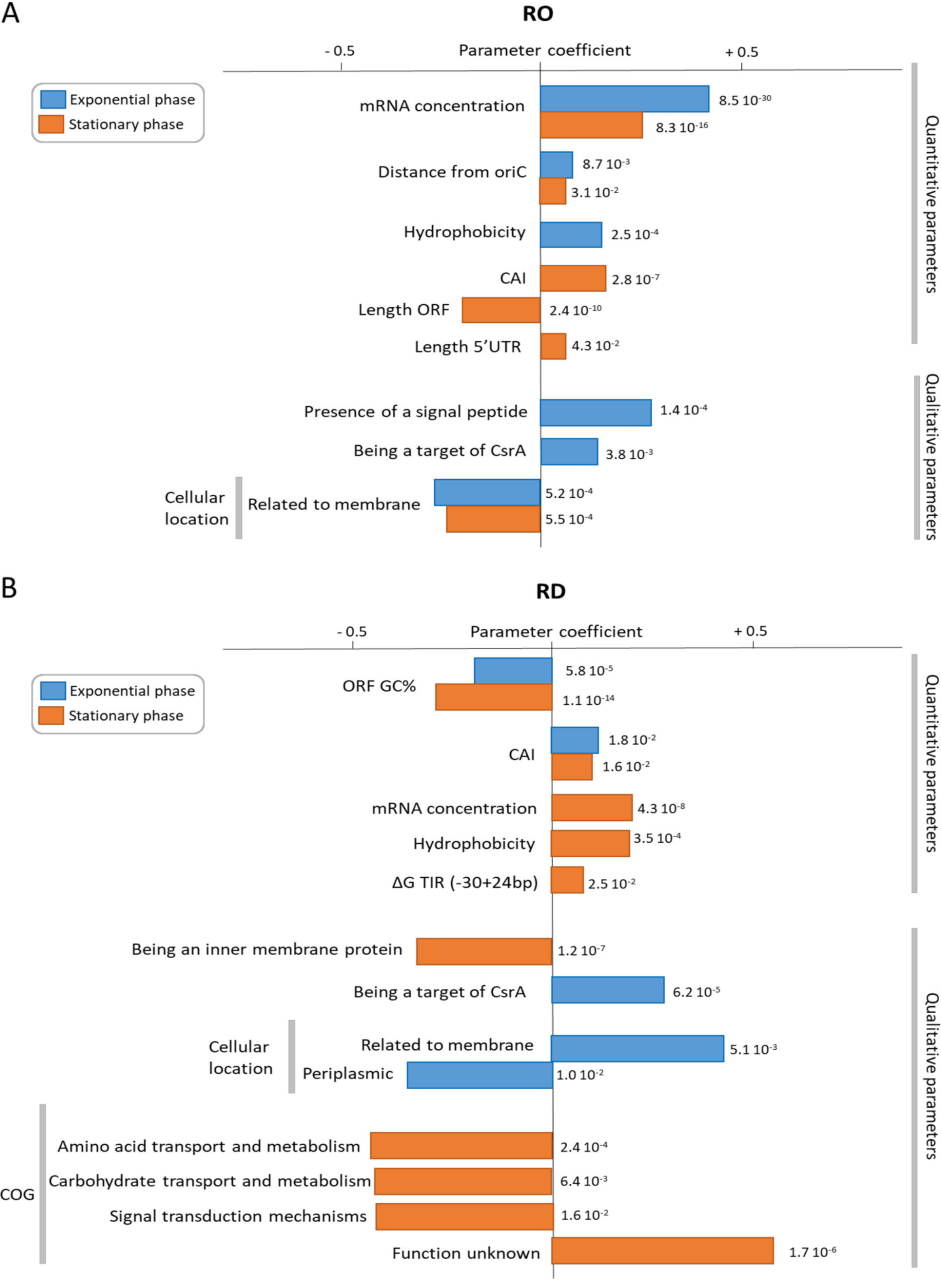
Potential regulatory factors for RO (A) and RD (B) during the exponential- and stationary-phases. Associations in the multiple linear regression models between potential regulatory factors and RO and RD were considered significant at *P* < 0.05. Regression coefficients and *P* values for significant parameters are shown. The influence of quantitative parameters was directly estimated by ranking the absolute values of the associated coefficients. An increase in a parameter with a positive (negative) regression coefficient is associated with an increase (decrease) in the value of RO or RD. For qualitative parameters, the coefficients of one sublevel can only be compared to the coefficients of the other sublevels of the same parameter. In this case, positive (negative) coefficients for a given sublevel mean that the RO or RD value for this level was higher (lower) than the average value of all other sublevels of the same parameter but do not mean that the qualitative parameter had a positive/negative effect on RO or RD.

For regulation of the RO, mRNA concentration was a significant positive factor in both culture conditions as well as the distance of the gene from the origin to a lesser extent. In contrast, membrane localization was negatively associated with RO in the exponential- and stationary-phases. 

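The mRNA concentrations used in the paper came from earlier studies and are not part of the deposited counts, so an mRNA level was computed as the log2 of the normalized counts summed over fractions A to G per kb of ORF. Across 1562 genes of the exponential-phase, RO and mRNA level had a Spearman rho of 0.339 (permutation test, two-sided p = 1e-05, adjusted p = 2e-05). In the stationary-phase, rho was 0.449 across 1632 genes (permutation test, p = 1e-05, adjusted p = 2e-05). The value 1e-05 is the smallest p that 100000 permutations can give, the adjustment covers 20 relations of RO and RD with mRNA level, ORF length and distance from the origin, and genes are not independent replicates. As the same counts entered both measures, RO was also set against the level in other cultures, which gave 0.324 in the exponential-phase and 0.432 in the stationary-phase. With the level taken from the other phase, rho was 0.182 and 0.353, respectively. The alternative that moved the relation most was the level in fraction A alone, to which RO is tied negatively by its definition, with a rho of -0.00466 in the exponential-phase (permutation test, p = 0.854) and of 0.149 in the stationary-phase. In each of the 3 sets that left out one culture, rho stayed between 0.317 and 0.337 in the exponential-phase and between 0.415 and 0.447 in the stationary-phase. Distance from the origin and RO had a rho of 0.0598 in the exponential-phase (permutation test, p = 0.0179, adjusted p = 0.0199) and of 0.0834 in the stationary-phase (permutation test, p = 0.00076, adjusted p = 0.00127).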

Protein hydrophobicity, the codon adaptative index (CAI), the presence of the signal peptide, and being a target of CsrA were positively associated with RO only in one of the two culture conditions. 

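Across the same genes, RO and ORF length had a Spearman rho of 0.0357 in the exponential-phase (permutation test, p = 0.158, adjusted p = 0.158) and of -0.234 in the stationary-phase (permutation test, p = 1e-05, adjusted p = 2e-05). At constant mRNA level, the partial rho was 0.122 in the exponential-phase (permutation test, p = 1e-05, adjusted p = 2e-05) and -0.113 in the stationary-phase (permutation test, p = 1e-05, adjusted p = 2e-05). The length of the 5'UTR is not in the deposited counts or in the gene table and was not examined.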

In the exponential-phase, the length of the open reading frame (ORF) was a positive regulator of RO in contrast to the length of the 5’UTR.

Regarding the regulation of RD, the GC% of the open reading frame (ORF) was strongly negatively associated with RD in both culture phases. An increase in the GC% of an ORF, most likely favoring secondary structure formation in the mRNA, was associated with a decrease in RD. This negative effect of sequence folding on RD was also observed in the translation initiation region (TIR) region. The codon adaptative index was positively associated with RD in the two culture conditions. mRNA concentration, protein hydrophobicity, and being a target of CsrA were positive factors of RD in one of the two culture conditions. 

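RD and mRNA level had a Spearman rho of 0.101 across 775 genes of the exponential-phase (permutation test, p = 0.00559, adjusted p = 0.00699) and of 0.356 across 1140 genes of the stationary-phase (permutation test, p = 1e-05, adjusted p = 2e-05), where genes are not independent replicates and the adjustment is that over 20 relations. In the exponential-phase the sign changed to -0.0755 when culture 3 was left out (permutation test, p = 0.0736). RD is the number of ribosomes of the peak fraction divided by the ORF length, and ORF length alone accounted for 46.7% of the variance of log RD in the exponential-phase and 77.5% in the stationary-phase. At constant ORF length, a setting chosen after the data had been seen, the partial rho of RD with mRNA level was -0.00966 in the exponential-phase (permutation test, p = 0.788) and 0.0458 in the stationary-phase (permutation test, p = 0.123). The codon adaptive index, hydrophobicity and CsrA targets were not examined.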

Metabolic function (the clusters of orthologous groups [COG] parameter) was also associated with RD regulation in a culture phase-specific manner. In the stationary-phase, mRNAs related to amino acid and carbohydrate transport and those with unknown functions had lower and higher RDs, respectively, than those in other functional categories. Results related to protein localization were not so simple: membrane localization was positively associated with RD in the exponential-phase whereas being an inner membrane protein was negatively associated with RD in stationary-phase.

These results identified the mRNA concentration as a factor regulating translation. Genes with high mRNA concentrations had significantly higher proportions of mRNA copies undergoing translation and higher numbers of the bound ribosome, as illustrated in Fig. 4. mRNA concentration is extremely sensitive to cell physiological state and varies drastically between genes and environmental conditions (>1500 genes are downregulated from the exponential to stationary-phase [23]). 

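Mean RO rose from 87.7% in the lowest of 3 equal groups of genes by mRNA level to 90.4% in the middle group and 91.7% in the highest group in the exponential-phase. In the stationary-phase, these means were 87.5%, 91.5% and 93.2%. In a comparison added after these means had been seen, the highest group lay above the lowest group in each of the 6 cultures, by 1.82 to 5.45 points in the exponential-phase and by 4.26 to 7.51 points in the stationary-phase. From the coefficients of its regression models, the paper concludes that mRNA concentration is a factor regulating translation.

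**Figure D3:**
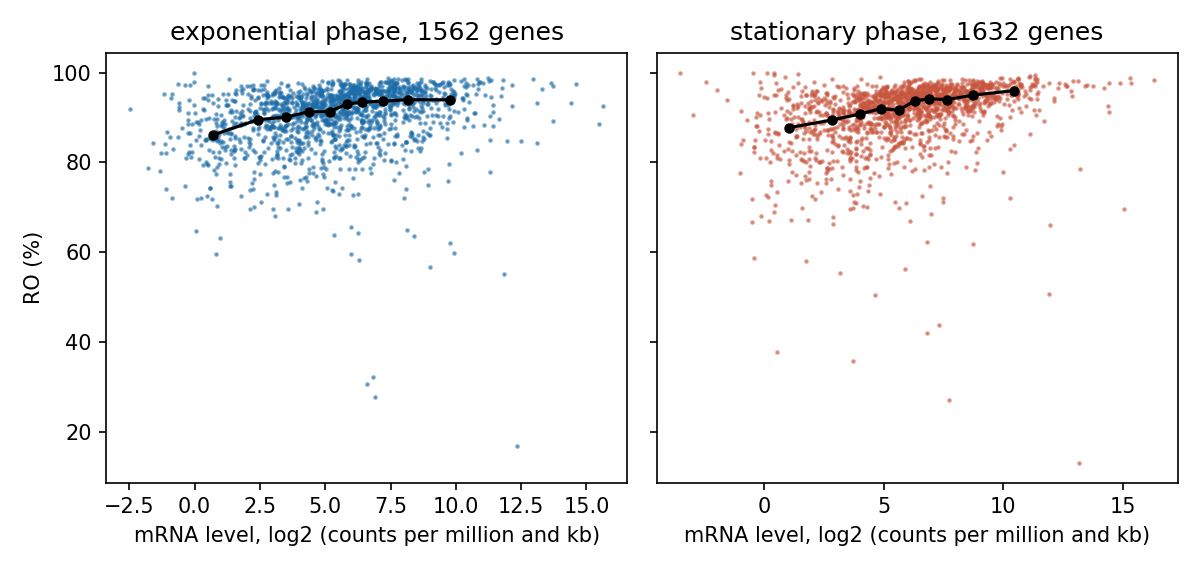
RO (%) of each gene against its mRNA level (log2 of normalized counts scaled to library size, per kb of ORF) in the exponential-phase (1562 genes) and the stationary-phase (1632 genes). Points are genes and black points joined by lines are medians of equal groups of genes by mRNA level, which lie higher at high level than at low level in both phases.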

Although it is well known that the mRNA concentration directly influences the protein level, the role of mRNA concentration in regulating translation efficiency has not been documented.

**FIG 4:**
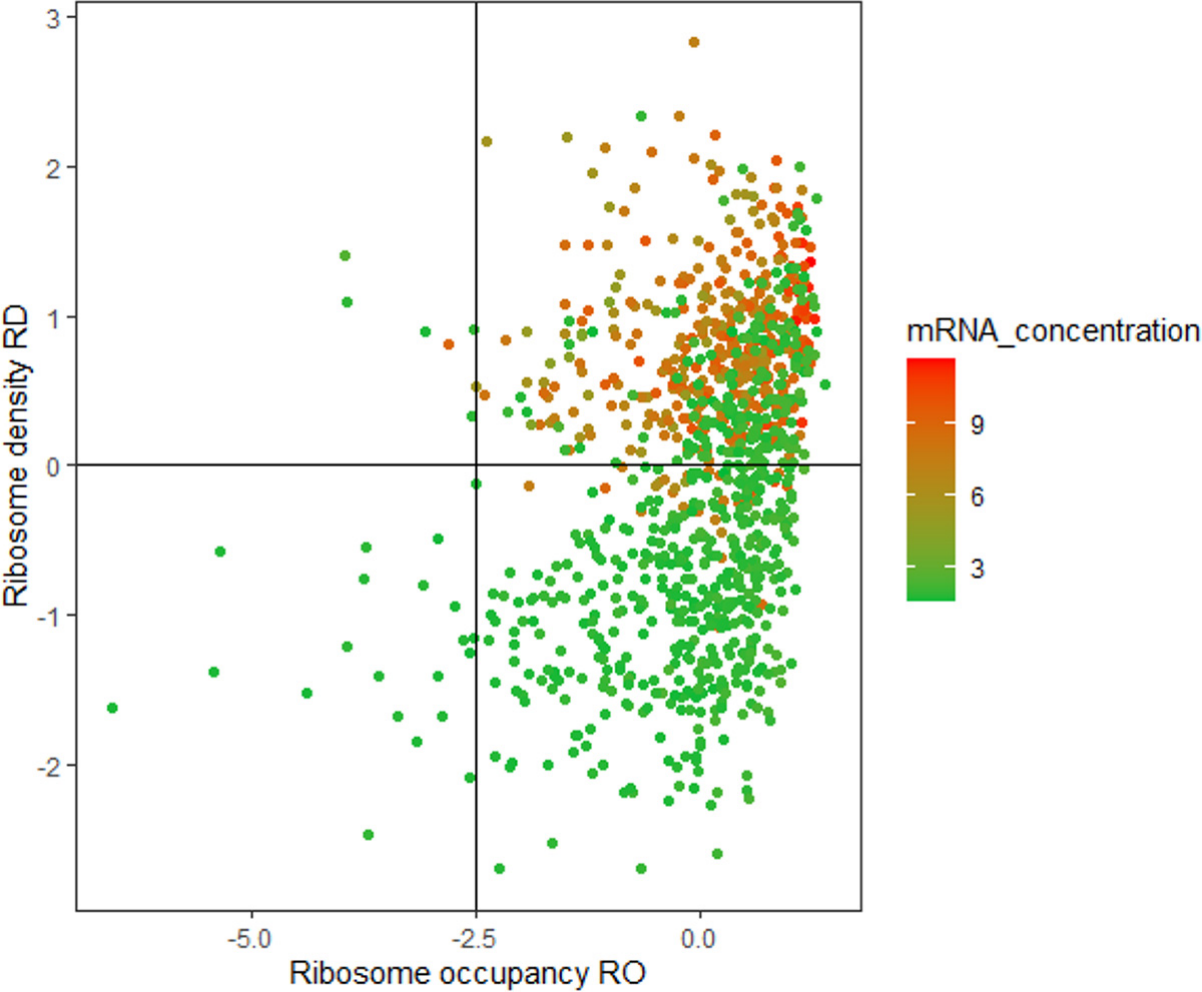
Plot of RD versus RO as a function of mRNA concentration. Data from both culture phases were pooled (1037 values). RD and mRNA concentrations were log-transformed to obtain a normal distribution. All data were centered and reduced.

### Validation of the effect of mRNA concentration on translation.

This positive correlation in the genome-wide models between mRNA concentration and RO and RD points toward a relationship between mRNA concentration and translational regulation. To validate this result experimentally, we increased the mRNA concentration of the native chromosomal *lacZ* gene by IPTG (isopropyl β-D-1-thiogalactopyranoside) induction and analyzed the distribution of *lacZ* mRNA copies in the different polysome profile fractions (Fig. 5A). Without induction, most of the mRNA copies were ribosome-free and not undergoing translation (fraction A) leading to a low RO (34% ± 19%). IPTG induction led to a marked decrease in the number of *lacZ* mRNA copies in fraction A, with mRNA copies shifting toward fractions with higher numbers of bound ribosomes (fractions E, F, and G). As a result, the RO of the *lacZ* mRNA increased to 99% ± 1%.

**FIG 5:**
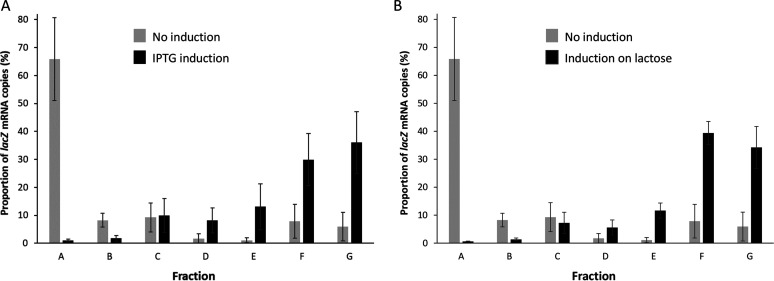
Effect of *lacZ* mRNA concentration on the distribution of mRNA copies between fractions. The distributions are shown for low mRNA concentrations (no induction) and high mRNA concentrations (with induction). Experiments were performed in E. coli MG1655 containing *lacZ* on the chromosome under the native promoter P_Lac._ The noninduced condition corresponds to culture on M9 glucose without IPTG. (A) Artificial *lacZ* induction was performed by adding 1 mM IPTG and (B) physiological *lacZ* induction was performed during growth on M9 lactose. Fraction A consisted of free mRNA molecules not undergoing translation while fractions B to G consist of mRNA copies bound to increasing numbers of ribosomes. Distributions were averaged over two independent biological replicates.

We investigated the generality of this result by analyzing the translational response of six genes (*cysZ*, *inaA*, *ucpA*, *yeeZ*, *yjcO*, and *lacZ*) to changes in mRNA concentration by cloning these genes under the arabinose-inducible promoter. We first used the *lacZ* gene to confirm that the translational responses were similar using a chromosome and a plasmid (Fig. S3). Upon induction with arabinose, the six corresponding mRNA concentrations were increased between 18- and 83-fold (Table S1). Polysome profiling was compared at low and high mRNA concentrations using parallel multiplexed experiments (24), and log ratios of mRNA copy proportions between high and low mRNA concentrations were determined (Fig. 6). For all the genes, the log ratios were lower than 0 in fraction A and higher than 0 in fractions D, E, F, and G, indicating a systematic decrease in the number of free mRNA copies and a shift toward fractions with high ribosome loads at high mRNA concentrations. The RO values increased substantially, by 133%, 61%, 95%, 44%, 37%, and 69% for *lacZ*, *cysZ*, *inaA*, *ucpA*, *yeeZ*, and *yjcO*, respectively. The fact that in the six strains, the concentrations of total RNA, rRNA (16S and 23S), and *rpsJ* and *rplK* mRNAs encoding ribosomal proteins were similar at high and low mRNA concentrations (Table S1) indicated that the observed association between high ribosome load and high mRNA concentration was not due to an increase in the concentration of free ribosomes.

**FIG 6:**
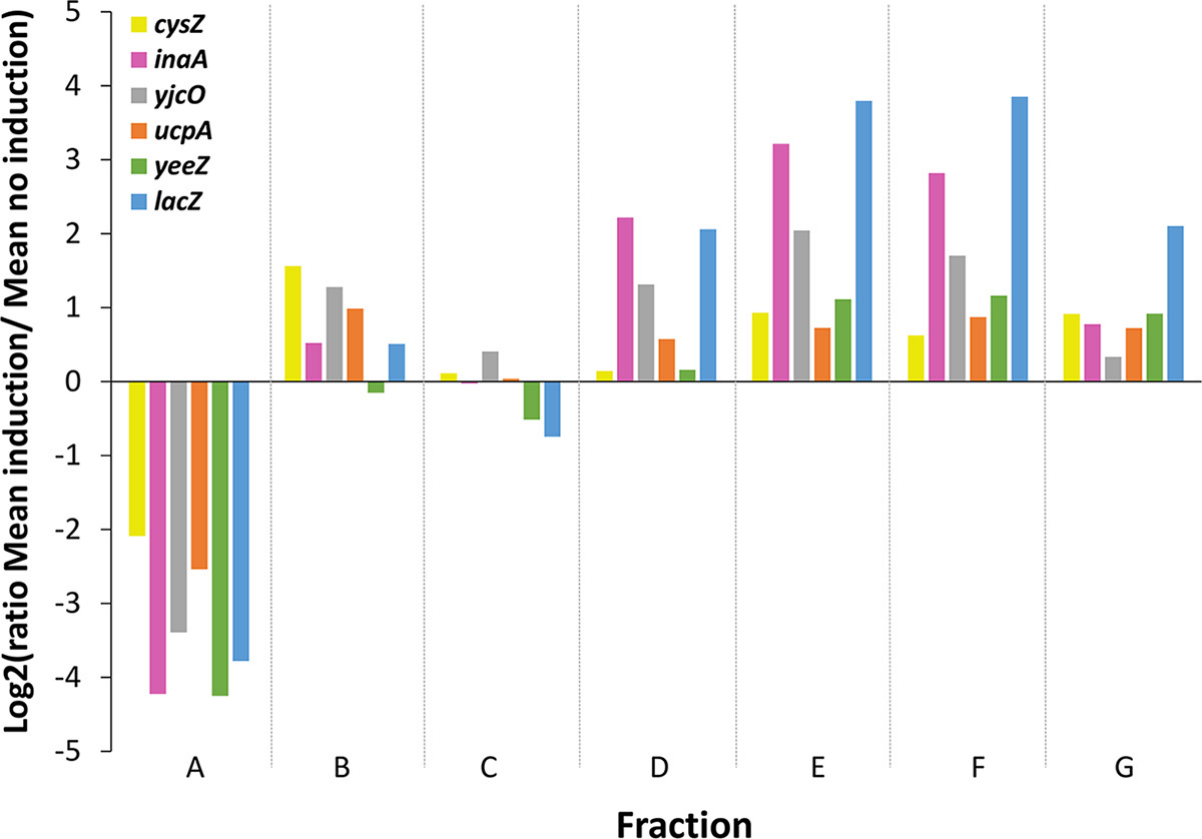
Effect of mRNA concentration on the distribution of copies between fractions for the selected genes. In each fraction, we calculated the log ratio of the mean proportions of mRNA copies at high (after arabinose induction) and low (no induction) mRNA concentrations. Log ratios lower than 0 indicate that the proportion of mRNA copies in that fraction was lower at the high mRNA concentration. Log ratios greater than 0 indicate that the proportion of mRNA copies in that fraction was higher at the high mRNA concentration. Fraction A consisted of free mRNA molecules not undergoing translation, while fractions B to G consist of mRNA copies bound to increasing numbers of ribosomes.

### Physiological role of the translational response to changing mRNA concentration.

To investigate the physiological role of this translational response to changing mRNA concentrations, we studied the adaptation of E. coli to a shift in carbon source from glucose to lactose and compared the translational level of *lacZ* mRNA. These two carbon sources are naturally metabolized by E. coli but lactose metabolism requires the specific induction of *lacZ* to express the β-galactosidase enzyme needed to hydrolyze lactose into glucose and galactose. As expected, both *lacZ* mRNA concentration and β-galactosidase activity were significantly higher on lactose than on glucose (Table S2). Under these conditions, *lacZ* mRNA copies shifted from fraction A (free) toward fractions F and G (heavily loaded with ribosomes; Fig. 5B). As a result, RO increased from 34% on glucose to 99% on lactose. These results are evidence of co-transcriptional regulation of translation in E. coli cells during metabolic adaption to a new carbon source and demonstrate the physiological relevance of this mechanism.

## DISCUSSION

In this work, polysome profiling was used for the first time to obtain a detailed genome-wide picture of translational regulation in E. coli during the exponential- and stationary-phases. Translational regulation was described using RO and RD. The positive correlation of RO and RD with the translation initiation and global translation rates shows that these two variables are good estimators of the translation efficiency of a gene in E. coli. For most genes, nearly all mRNA copies underwent translation regardless of the growth condition (mean RO ∼90%), indicating that translation initiation is efficient in E. coli. However, most mRNAs were loaded with a rather low number of ribosomes. Some studies found that the optimal RD to maximize the protein translation rate was significantly (50% to 80%) lower than the maximal theoretical density (25–26). Higher RDs were predicted to lead to ribosome collisions and traffic that slow down translation (26) and lower RDs to limit translation by the rate of initiation (25). The mean RD of 0.6 and 0.3 ribosomes/100 nt measured in the exponential- and stationary-phases, respectively, represented 18% and 9% of the maximum density. 

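The mean RD of the genes with a peak fraction in the deposited counts was 18.4% of the maximum of 3.3 ribosomes/100 nt in the exponential-phase and 8.10% of it in the stationary-phase. An RD was obtained for 49.6% of the genes in the exponential-phase and for 69.9% in the stationary-phase, so that these shares leave out the genes without a single peak fraction.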

Our findings indicate that translation in E. coli is limited by initiation in both culture conditions for most genes. 

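Across the 1562 genes of Table S4 listed in both phases, mean RO was 0.919 points higher in the stationary-phase (exact permutation test of 3 cultures against 3, two-sided, p = 0.9). Over all genes with at least 10 counts in every culture, the sign changed to -0.709 points (exact permutation test, p = 0.9). RO was higher in the stationary-phase for 912 of the 1562 genes, and the Spearman rho of RO between the phases was 0.569 across genes. The mean number of ribosomes bound to an mRNA of fractions B to G was 5.76 ± 0.638 (SD, n = 3 cultures) in the exponential-phase and 3.08 ± 0.551 (SD, n = 3) in the stationary-phase. Each culture of the exponential-phase had a higher number than each culture of the stationary-phase, a difference of -2.68 ribosomes (exact permutation test, two-sided, p = 0.1, the smallest p that 3 cultures against 3 allow). With equal constants for all libraries, the difference was -0.472 ribosomes (exact permutation test, p = 0.1). Equal constants remove a shift shared by most genes, so that a smaller difference was set in advance.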

Although we found that the proportions of ribosomes involved in translation were similar in the exponential- and stationary-phases, the lower RD measured in nongrowing cells may reflect the decrease in the ribosome content associated with the lower growth rate (27). In the stationary-phase, growth-related mRNAs (for amino acid and carbohydrate transport and metabolism) had lower RDs than those in other functional categories. This result suggests that metabolic adaptation to glucose exhaustion involves translational limitation of the synthesis of growth-related proteins. However, the production of proteins with unknown functions is increased, revealing that the physiology of the stationary-phase is still poorly understood.

Exploring the range of RO and RD values within mRNA populations revealed the key factors involved in translation regulation. As expected, these included sequence-related factors. At the omics scale, we observed that the formation of stable secondary structure in the coding sequences (when rich in GC) and TIR region were associated with lower RD. This result is consistent with the negative correlation between *in vivo* ORF secondary structures and the efficiency of protein synthesis per mRNA (28). The positive association between CAI and RO and RD show that abundant codons promote translation efficiency, in agreement with previous reports (12, 13). Regarding the positive correlation between the length of the 5’UTR and RO, we can assume that the longer a 5’UTR is the more likely it is to contain sequences acting as translation initiation enhancers (29). The binding of CsrA was positively associated with RO and RD, but only during exponential growth. CsrA is a well-known activator of the glycolytic pathway in growing E. coli cells (15), which is in agreement with our results.

The cellular localization of the protein was predicted to regulate translation: localization at the membrane was a negative factor of RO in both culture conditions, and positively/negatively associated with RD in the exponential- and stationary-phases. We do not know why membrane protein should be differentially translated and why it should depend on the physiological state. In the literature, controversial results on the link between translation and protein localization were reported confirming the difficulty to conclude on this point (30–32).

Unexpectedly, our statistical analyses also identified mRNA concentration as an important positive regulator of both RO and RD at the omics scale in both culture conditions. The relationship between RO, RD, and mRNA concentration has seldom been studied and controversial results were reported in previous studies. mRNA concentration was previously found to have opposed effects on RO and RD in the bacterium L. lactis (7). Using another metric associated with ribosome profiling, the correlation between translation efficiency and mRNA concentration could be either negative in Streptomyces coelicolor and E. coli or positive in another E. coli strain (16, 17). The coupling/decoupling of translation changes from transcription changes could be related to posttranscriptional regulations, spatiotemporal resource limitation for translation, or different rates of transcription and translation (16). In contrast to other studies on the correlation of translation efficiency with mRNA concentration, the positive correlations between transcription and translation regulations were found in two physiological states in our study and experimentally confirmed on selected genes. Furthermore, our results demonstrated the causal relationship in E. coli between an increase in mRNA concentration and higher ribosome occupancy and density (Fig. 7). This is the first reported evidence of codirectional regulation of translation and transcription in E. coli. This coordination is expected to have synergistic effects on gene expression through amplification of the transcriptional signal.

**FIG 7:**
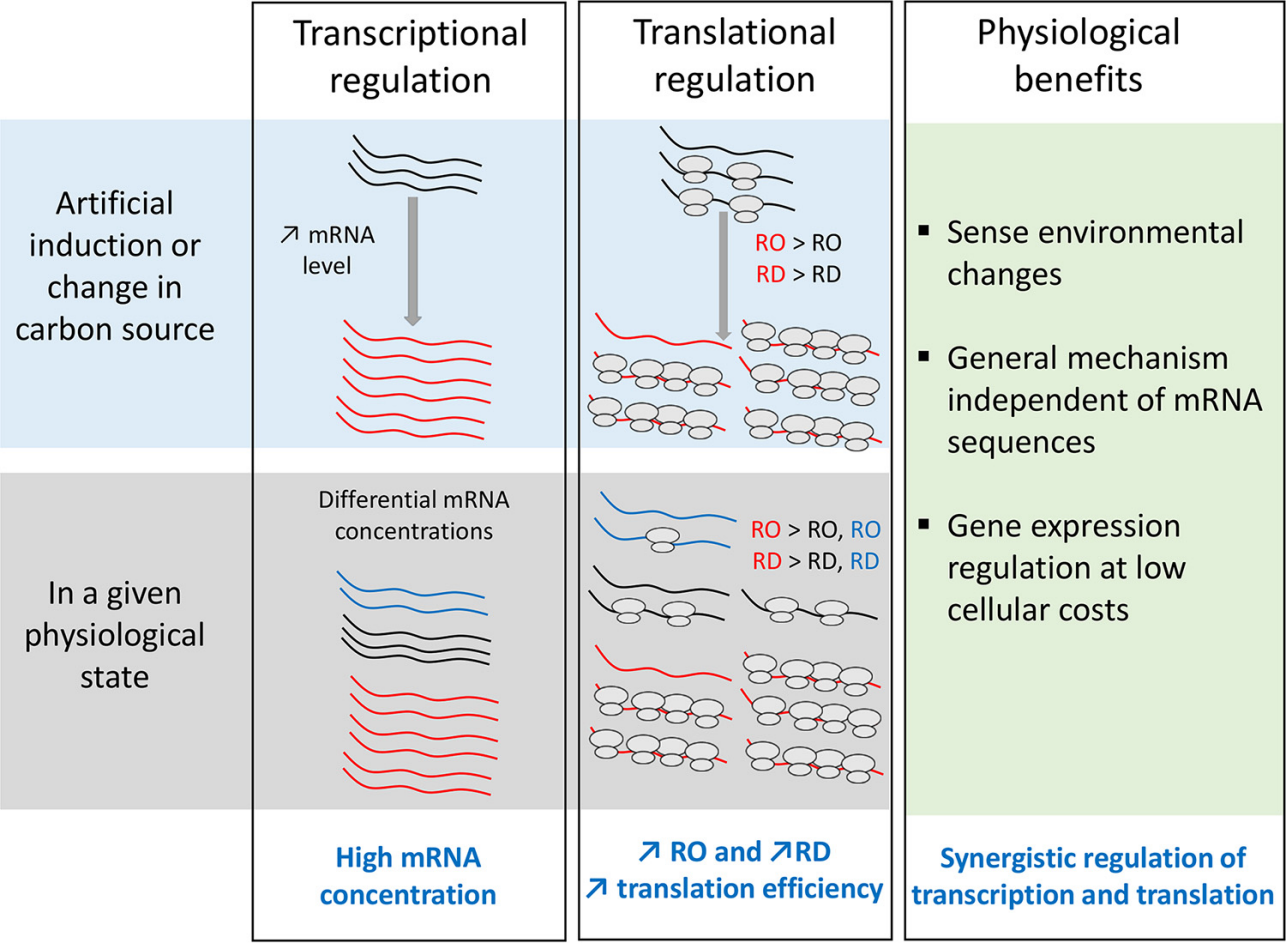
Scheme of the positive correlations between mRNA concentration, RO and RD, and the physiological benefits of the codirectional regulations of transcription and translation.

The underlying mechanisms of the positive correlation between mRNA concentration and RO and RD are still unknown. We can speculate based on current knowledge that translating ribosomes may be involved by (i) preventing the backtracking of RNA polymerase and enhancing transcription, (33) and/or (ii) protecting mRNAs against degradation (34) and, thus, increasing mRNA concentrations. Although the contribution of protective ribosomes on a positive correlation between mRNA concentration and RO and RD is yet to be validated, the causality of the effect is reversed because increases in mRNA concentration were found to induce changes in translational regulation and not vice versa. A potential third mechanism could be a competition between mRNAs for ribosome binding. This mechanism considers the interaction between mRNAs and ribosomes as the equivalent of an enzyme-substrate interaction that follows the rules of enzyme kinetics. Such competition has been previously demonstrated between mRNAs for RNase E binding (35, 36), but has yet to be validated in the case of ribosomes.

In new environments, E. coli cells adapt their metabolism by adjusting gene expression. Here, we provide evidence of *in vivo* codirectional transcriptional and translational regulation of *lacZ* when E. coli transitions to growth on lactose. The high β-galactosidase activity required for growth on lactose was achieved through increases in the concentration and ribosome loading of *lacZ* mRNAs. From a physiological point of view (Fig. 7), the coordinated variation in mRNA concentration and translation makes sense as it allows protein expression to be controlled at a low cellular cost. Translational amplification of transcriptional regulation affords high expression levels without high resource expenditure in mRNA synthesis. In addition, this positive correlation between mRNA concentration and the translation may act as a link between translational regulation and cell physiology and growth conditions because mRNA levels are very sensitive to environmental changes. mRNA concentration-mediated translational regulation is a general and easy way for the cell to control gene expression independently of mRNA sequences and without having to express translational regulators such as proteins or sRNAs. This mode of regulation, identified for the first time in this study, is probably important because by coordinating transcriptional and translational regulation, it should have synergistic effects on gene expression and thereby on cell function optimization.

## MATERIALS AND METHODS

### Strains and growth conditions.

For the genome-wide polysome profiling studies, E. coli MG1655 was grown in batch cultures in a bioreactor at 37°C, pH 7.0, and at 350 rpm, in M9 medium supplemented with 3 g/liter glucose as previously described (37). All cultures were inoculated at an optical density at 600 nm (OD_600_) of 0.1 after overnight preculture. The partial pressure of oxygen was continuously monitored during the culture and maintained above 30%. Cells were collected in the exponential-phase at an OD_600_ of ∼1.3 and in the stationary-phase 1 h after glucose depletion at an OD_600_ of ∼3.4.

For polysome profiling study of *lacZ* (coding for β-galactosidase), E. coli MG1655 was grown on M9 medium in a flask at 37°C at 150 rpm. For physiological *lacZ* overexpression, cultures were performed with 8.3 mM lactose as a carbon source, and cells were collected in the exponential-phase at an OD_600_ of ∼1.2. For artificial *lacZ* overexpression, cultures were grown on 3 g/liter glucose with 1 mM IPTG induction when cultures reached an OD_600_ of ∼1 for 30 min.

Strains were constructed to artificially increase the mRNA concentration of specific genes. In addition to *lacZ*, we selected *cysZ* (sulfate transporter), *inaA* (putative lipopolysaccharide kinase), *ucpA* (putative NAD binding oxidoreductase), *yeeZ* (putative epimerase), and *yjcO* (unknown function). For each gene, the 5’UTR + ORF fragment was amplified by PCR and cloned in a P_BAD_/*myc*/His vector (Invitrogen, Carlsbad, CA). Plasmids were introduced into E. coli MG1655 Δ*araFGH*, Ω*pcp18*::*araE533* (38), except for the construct with *lacZ*, which was introduced in E. coli MG1655 *ΔlacZ* Δ*araFGH*, Ω*pcp18*::*araE533* (35). All strains were grown in flasks in M9 medium supplemented with 3 g/liter glucose and 0.1 mg/mL ampicillin at 37°C and 150 rpm. Transcription was induced by adding arabinose (0.001% [wt/vol]) at an OD_600_ of 1 for 30 min. Multiplexing polysome profiling experiments were performed with one experiment on a mix of cell extracts of the six recombinant strains (*cysZ*, *inaA*, *ucpA*, *yeeZ*, *yjcO*, and *lacZ*) obtained without arabinose induction, and one experiment on a mix of cell extracts of the six strains after arabinose induction.

### Polysome profiling experiments.

Classic and multiplexed polysome profiling experiments were performed as previously described (24). Briefly, translation was arrested by adding 0.1 mg/mL chloramphenicol. Cells were harvested, washed twice, and resuspended in lysis buffer (20 mM Tris HCl pH 8, 140 mM KCl, 40 mM MgCl_2_, 0.5 mM DTT, 100 μg/mL chloramphenicol, 1 mg/mL heparin, 20 mM EGTA, 1% Triton X-100). Heparin was used as a RNase inhibitor. After mechanical cell disruption with glass beads, mRNA-ribosome complexes were size-separated on a sucrose gradient (10% to 50% [wt/vol] in polysome gradient buffer [same composition as lysis buffer except for heparin at a final concentration of 0.5 mg/mL]) into 24 subfractions. Total RNA was extracted using the RNeasy Midi kit (Qiagen, Germantown, MD) and quantified using a Nanodrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA). The levels of 16S and 23S rRNAs in each subfraction were calculated using the Bioanalyzer 2100 (Agilent, Santa Clara, CA) and used to pool the subfractions into seven fractions labeled A to G (Fig. S2). Fraction A consisted of subfractions containing DNAs, free RNAs, and free small and large ribosomal subunits. In fractions B to G, the 23S/16S rRNA ratio was constant, at about 1.8, corresponding to entire ribosomes. The 1st peak (fraction B) was attributed to the monosome. The 2^nd^, 3^rd^, and 4^th^ peaks were attributed to 2, 3, and 4 ribosomes, respectively. The number of ribosomes in the other fractions was extrapolated (7). Protein denaturation, nucleic acid precipitation, and total RNA extraction were performed in each fraction as previously described (24).

### RNA quantification by RNA sequencing.

RNA was purified using the RNeasy minikit (Qiagen). rRNA was removed using the Ribo-Zero^RM^ Magnetic kit (Illumina, San Diego, CA). Ribodepleted RNA (10 ng) was then used to construct a sequencing library using the Ion Total RNA-Seq kit v2 kit and the Ion Xpress™ RNA-Seq Barcode 1–16 kit (Thermo Fisher Scientific, Waltham, MA). The library was constructed and (100 bp) single-end sequencing on an Ion Torrent system equipped with an Ion P1 Chip kit was performed by the GeT-BioPuces platform (http://get-biopuces.insa-toulouse.fr/). These experiments were repeated with three independent cultures. Reads were mapped onto the E. coli genome (version U0009.3, GenBank) using the Burrows-Wheeler alignment method (version 0.7.12-r1069) (39). Counting was performed with HTSeq-count version 0.6.1p1 using the intersection nonempty mode. 

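In the deposited counts, 97 genes of the exponential-phase and 64 genes of the stationary-phase had fewer than 10 counts summed over the 21 libraries of the phase. Fewer than 10 counts in every culture were found for 144 and 79 genes, and fewer than 10 counts in at least 1 culture for 291 and 121 genes, respectively. Genes of Table S4 had a median of 4832 counts over the 21 libraries of the exponential-phase and of 12614 counts over those of the stationary-phase.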

Transcripts with read counts below 10 reads were excluded from the analyses (91 and 21 genes, respectively, in the exponential- and stationary-phases). To correct for experimental variations from ribodepletion to sequencing, the first normalization by library size was performed using the DESeq2 R package. *N_i_*_,_*_j_*_,_*_k DESeq_* represents the count for gene *i* in fraction *j* and replicate *k* after normalizing with the DESeq2 method, with *i* ϵ {1, …, 4497}, *j* ϵ {A, B, C, D, E, F, G} and *k* ϵ {1, 2, 3} in the exponential- and stationary-phases. A second normalization was performed to correct for variations in RNA quantities after ribodepletion because 10 ng of each fraction was used for library construction.

$$N_{i,j,\text{k DESeq}\_\text{ribo}}={{\text{N}}_{i,j,k}}_{\text{DESeq}}\times \frac{\mathrm{ribodepleted}\;\mathrm{RNA}\;\mathrm{quantity}\;j,k}{10}$$

Finally, the variability in the initial amount of total RNA between fractions was considered, and a constant 5 μg of total RNA was used in each fraction for ribodepletion. We obtained the final normalized count for gene *i* in fraction *j* and replicate *k* as follows:

$$N_{i,j,k}={{\text{N}}_{i,j,k}}_{\text{DESeq}\_\text{ribo}}\times \frac{\mathrm{total}\;\mathrm{RNA}\;\mathrm{quantity}\;j,k}{5}$$

For each gene *i*, we calculated the proportion of mRNA copies in each fraction *j* for each replicate *k*:

$$\mathrm{mRNA}\;\mathrm{proportion}\;\mathrm{in}\;{\mathrm{fraction}}_{i,j,k}\left(\%\right)=\frac{N_{i,j,k}}{\sum_{j=A}^{G}N_{i,j,k}}\times 100$$

### RNA quantification by quantitative PCR.

Total RNA (5 μg) was reverse transcribed to yield cDNA using SuperScript II reverse transcriptase (Invitrogen) (40). cDNA was quantified using the Real-Time PCR Detection System (Bio-Rad, Hercules, CA) in 96 well-plates (41). High-throughput quantitative PCR (qPCR) using the Biomark™ HD System (Fluidigm Corporation, South San Francisco, CA) was used when the number of samples to analyze was large (35). To account for the variability between samples and experiments, control Ambion™ ERCC RNA Spike-In Mix was used as an external normalizer (24). A total of eight different genes, two ribosomal RNAs, and four External RNA Controls Consortium (ERCC) spike-ins were quantified (Table S3). *lacZ* mRNA was quantified using the average value obtained from five primer pairs. In unfractionated samples, the concentration of target RNA was estimated as the relative RNA abundance compared to the constant quantity of ERCC spike-ins using the method of fold change ΔCt values (42). In the polysome profiling fractions, the abundance of mRNA was first calculated relative to a constant quantity of ERCC spike-ins and then normalized by the total amount of RNA extracted in each fraction because only 5 μg of the total RNA amount extracted in each fraction was used in the qPCR experiment (24).

### Ribosome occupancy and ribosome density calculations for monocistronic genes.

RO and RD were determined for monocistronic genes using the RegulonDB database. For each gene *i*, RO, the proportion of mRNA copies undergoing translation, was calculated as the total summed proportion of mRNAs bound to at least one ribosome (fractions B to G):

$$\text{R}{\text{O}}_{\text{gene i},k}=\sum_{j=B}^{G}\mathrm{mRNA}\;\mathrm{proportion}\;\mathrm{in}\;\mathrm{fraction}\;(\%{)}_{i,j,k}$$

The final RO for each gene was calculated as the mean RO measured in three replicates in the exponential- and stationary-phases.

The peak fraction (the fraction with the highest proportion of mRNAs undergoing translation) was determined by the bootstrap method on residuals, with a confidence interval fixed at 95% (7). Briefly, the residuals from each average mRNA proportion value, from fractions A to G, were calculated. Then residuals were pooled and reassigned back to these fractions at random to create a bootstrap data set. This residual was added to the mean of the mRNA proportions of each gene to create a bootstrap value of mRNA proportion. One thousand bootstrap data sets were made. The peak fraction was determined in each bootstrap data set analogously to the initial data set. From the one thousand bootstrap data sets, the relative frequency of the highest mRNA proportion within fractions B to G was calculated with a confidence interval fixed at 95%. We only selected genes with a peak fraction confined to a single fraction. The RD per 100 nt was defined as the number of bound ribosomes in the peak fraction normalized to ORF length.

$$\text{R}{\text{D}}_{\text{gene i}}=\frac{\mathrm{number}\;\mathrm{of}\;\mathrm{ribosomes}\;\mathrm{of}\;\mathrm{peak}\;\mathrm{fraction}\;}{\mathrm{Length}\;\mathrm{of}\;\mathrm{Open}\;\mathrm{Reading}\;\mathrm{Fram}e_{i}}\;\text{×}\;100$$

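In the exponential-phase, 2 genes had an RD above 3.3 ribosomes/100 nt in the deposited counts. The RD of icdC (b4519, 165 nt) was 4.97 ribosomes/100 nt with a peak in fraction F, from 286 counts over the 21 libraries. The RD of yoaI (b1788, 105 nt), a gene named after its value had been seen, was 10.9 ribosomes/100 nt, from 135 counts. No single peak fraction was found for ymgF (b4520, 219 nt), which had 68 counts. With 1 count added, a setting chosen after the data had been seen, ymgF had an RD of 3.74 ribosomes/100 nt and yoaI had no single peak fraction.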

Two genes (*icdC* and *ymgF*) with outlier RDs (>3.3 ribosomes/100 nt) in the exponential-phase were excluded from subsequent analyses. The RD and RO values obtained in the exponential- and stationary-phases are shown in Table S4.

### Multiple linear regression model.

The major regulatory factors for RO and RD were identified using multiple linear regression models with quantitative and qualitative parameters as predictor factors (3, 7, 8). Sets of 873 and 410 genes were included in the models for RO and RD, respectively, during the exponential phase. During the stationary-phase, the sets were 934 and 627 genes, respectively. The models were

$$\mathrm{RO}\;=\text{α }+\beta_{\left[\mathrm{mRNA}\right]}\log\left(\left[\mathrm{mRNA}\right]\right)\;+\;\beta_{\text{ORF length}}\log\left(\mathrm{ORF}\;\mathrm{length}\right)\;+\beta_{\text{ORF GC\%}}\;\mathrm{ORF}\;\mathrm{GC}\%\;+\;{\text{β}}_{\text{CAI}}\log\left(\mathrm{CAI}\right)+\;{\text{β}}_{\text{Chrom}.\text{location }}C\mathrm{hrom}.\mathrm{location}+{\text{β}}_{\text{Hydrophobicity}}H\mathrm{ydrophobicity}\;+\;{\text{β}}_{5\prime U\mathrm{TR}\text{ GC\%}}\;5^{}\prime U\mathrm{TR}\;\mathrm{GC}\%\;+\text{β}{\;}_{5\prime U\mathrm{TR}\text{ length}}\log\left(5^{}\mathrm{\prime U}\mathrm{TR}\;\mathrm{length}\right)\;+\text{β}{\;}_{△GTIR(-30+24\text{bp})}\;\Delta GTIR\left(-30+24\text{bp}\right)+\lambda_{\text{Strand}}\;+{\text{λ}}_{\text{Essentiality}}\;+{\text{λ}}_{\text{Presence signal peptide}}\;+\;{\text{λ}}_{\text{Inner mbr protein}}\;+\;{\text{λ}}_{\text{Cell location}}\;+\;{\text{λ}}_{\text{COG}}\;+\;\lambda_{\text{Target of CsrA}}\;+{\text{λ}}_{2\text{nd }5\text{′UTR}}\;+\text{ξ}$$

$$\log\left(\mathrm{RD}\right)=\alpha +\beta_{\left[\mathrm{mRNA}\right]}\log\left(\left[\mathrm{mRNA}\right]\right)+\beta_{\text{ORF GC\%}}O\mathrm{RF}\;\mathrm{GC}\%\;+\;\beta_{\text{CAI}}\log\left(\mathrm{CAI}\right)\;+\beta_{\text{Chrom}.\text{location}}C\mathrm{hrom}.\mathrm{location}\;+{\text{β}}_{\text{Hydrophobicity}}H\mathrm{ydrophobicity}\;+{\text{β}}_{5^{}\prime \mathrm{UTR}\text{ GC\%}}\;5^{}\prime UTR\;\mathrm{GC}\%\;+\text{ β}{}_{5^{}\prime \mathrm{UTR}\text{ length}}\log\left(5^{}\prime UTR\;\mathrm{length}\right)\;+\text{β}{}_{\Delta \text{G TIR }(-30+24\text{bp})}\;\Delta \text{G }\mathrm{TIR}\;\left(-30+24bp\right)\;+\lambda_{\text{Strand}}\;+{\text{λ}}_{\text{Essentiality}}+{\text{λ}}_{\text{Presence signal peptide}}\;+\;{\text{λ}}_{\text{Inner mbr protein}}\;+\lambda_{\text{Cell location}}\;+{\text{λ}}_{\text{COG}}\;+\lambda_{\text{Target of CsrA}}\;+\lambda_{2\text{nd }5\text{′UTR}}\;+\text{ ξ}$$

where *RO* and *RD* are vectors of the measured levels of the dependent parameter, α is the intercept, β and λ are the coefficients associated with each quantitative and qualitative parameter, and ξ was the error term. Gene-related characteristics (length, GC percentage, strand, chromosome position, distance from OriC, CAI) were obtained or calculated from GenBank (version 3). Gene essentiality and CsrA targets were obtained from Baba et al. (43) and Esquerré et al. (44), respectively. Hydrophobicity was the average GRAVY score (45). Parameters related to protein features (COG annotations and the cellular distributions of proteins) were obtained from the E. coli K-12 genome annotation (46). Inner membrane proteins and proteins with a signal peptide were predicted according to Moffitt et al. (47) and SignalP 4.1 (http://www.cbs.dtu.dk/services/SignalP/), respectively. Genome-wide mRNA concentrations in the exponential- and stationary-phases measured in the same standardized growth conditions have been reported previously (23, 37). Parameters related to 5’UTR and the TIR were also included for genes that exhibited experimentally identified 5’UTRs <300 nt (48, 49). The folding energy of the TIR sequence (−30 + 24 nt) was calculated using the software Mfold. The second 5’UTR is the nature (purine/pyrimidine) of the second nucleotide of the 5’UTR. Positive quantitative parameters were log-transformed when necessary to obtain a normal distribution. Because RD is inversely proportional to ORF length, the ORF length was removed from the RD model. All quantitative parameters were then centered and reduced. The least-squares procedure was used to estimate coefficients of selected parameters and fit quality. Akaike’s information criterion was used to select the model with the best compromise between fitting quality and complexity (3). A *P* value was calculated for each parameter coefficient.

### Simple linear correlation.

Simple linear correlations between two parameters were estimated by calculating Spearman correlation coefficients and corresponding *P* values adjusted for multiple testing using the Benjamini and Hochberg false discovery rate method (50).

### Data availability.

Raw and processed RNA-seq data were deposited in the Gene Expression Omnibus data repository and are accessible through GEO accession GSE191073.

# Supplementary material for: Synergistic Regulation of Transcription and Translation in Escherichia coli Revealed by Codirectional Increases in mRNA Concentration and Translation Efficiency
**Source:** Microbiol Spectr. 2022 Feb 9;10(1):e02041-21. doi: 10.1128/spectrum.02041-21
**Supplement:** SUPPLEMENTAL FILE 2 — Supplemental material. Download SPECTRUM02041-21_Supp_1_seq12.pdf, PDF file, 0.5 MB

## 1 Supplemental Material

2 **Figure S1: Examples of distributions of mRNA copies in fractions A to G during the**  
3 **exponential phase (in blue) and stationary phase (in orange).** Average values and  
4 standard deviations of three independent replicates are shown. Depending on the gene,  
5 the distributions between fractions were either similar (first line) or differed (second line)  
6 during the exponential and stationary phases.

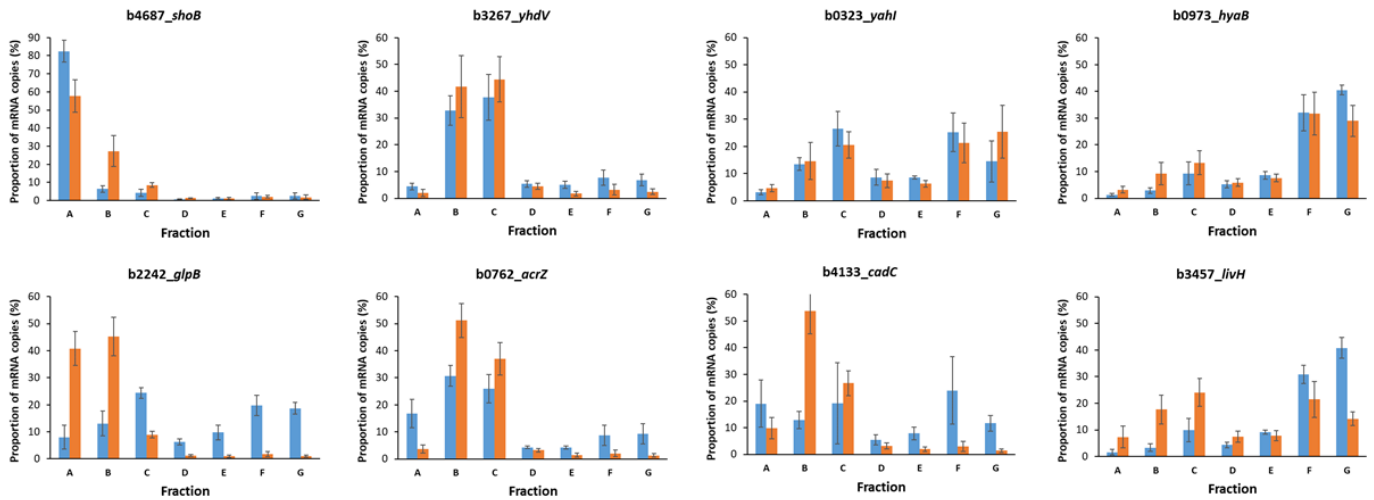

**Figure S2: 16S and 23S rRNA levels in subfractions of a polysome profiling experiment performed in exponential phase.** 16S and 23S rRNA levels (expressed in percentage of total RNA using the Bioanalyzer) are in blue and orange, respectively. The polysome profile is represented by the gray line. Subfractions are delineated by small vertical dashed black lines. The seven fractions labelled A to G are delineated by long vertical black lines. The position of the 30S ribosomal subunit is identified by the presence of 16S rRNA associated with a low level of 23S rRNA. The position of the 50S ribosomal subunit is identified by the presence of 23S rRNA associated with a low level of 16S rRNA. The 70S and polysome corresponding to entire ribosomes have a constant 23S/16S rRNA ratio at about 1.8.

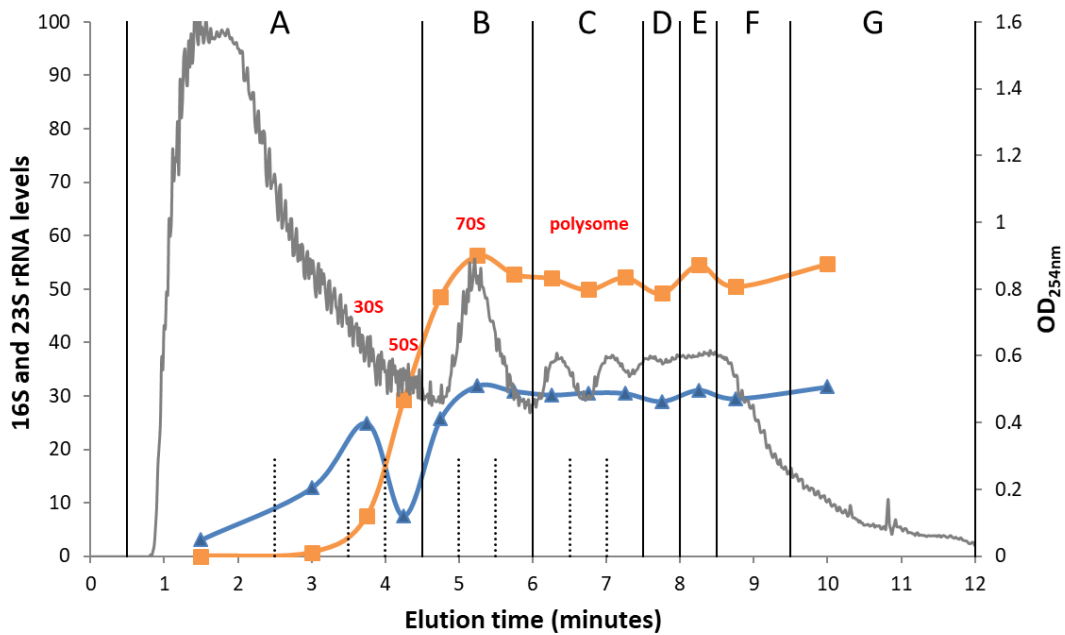

**Figure S3: Similar effects of mRNA concentration on the distribution of copies using a chromosome or plasmid *lacZ* gene.** Distributions of *lacZ* mRNA copies between fractions were compared between the conditions of low mRNA concentration (no induction) and high mRNA concentration (after induction). (A) Experiments were performed in *E. coli* MG1655 containing *lacZ* on the chromosome under the native promoter  $P_{Lac}$ . The non-induced condition corresponded to a culture without IPTG, whereas induction was achieved with 1 mM IPTG. (B) Experiments were performed in the modified *E. coli* strain containing the *lacZ* gene on a plasmid under the promoter  $P_{BAD}$ . The non-induced condition corresponded to a culture without arabinose, whereas induction was achieved with 0.001% arabinose. Fraction A consisted of free mRNA molecules not undergoing translation, while fractions B to G consist of mRNA copies bound to increasing numbers of ribosomes. Distributions were averaged over two independent biological replicates.

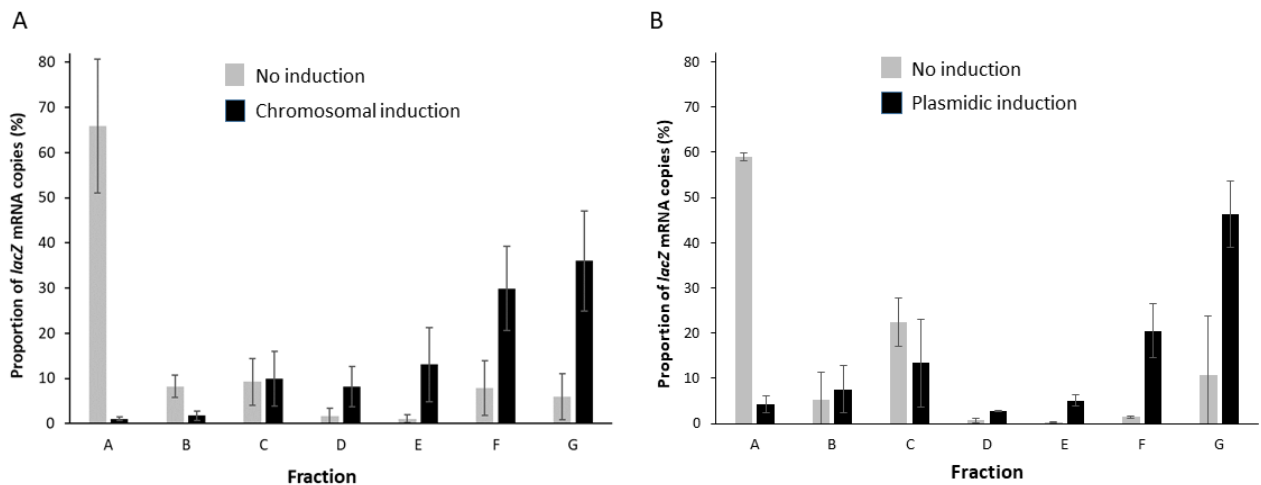

**Table S1.** Fold-change in concentrations of the induced mRNA, total RNA, ribosomal RNAs (16S and 23S) and ribosomal protein mRNAs (*rpsJ* and *rplK*) in the six recombinant strains after arabinose induction compared to no induction.

|                                | FC<br>induced mRNA        | FC<br>total RNA | FC<br>16S RNA | FC<br>23S RNA | FC<br><i>rpsJ</i> mRNA | FC<br><i>rplK</i> mRNA |
|--------------------------------|---------------------------|-----------------|---------------|---------------|------------------------|------------------------|
| <i>yeeZ</i> recombinant strain | <i>yeeZ</i> : $30 \pm 7$  | $1.6 \pm 0.1$   | $0.7 \pm 0.0$ | $1.0 \pm 0.0$ | $1.1 \pm 0.1$          | $1.2 \pm 0.1$          |
| <i>inaA</i> recombinant strain | <i>inaA</i> : $83 \pm 19$ | $0.7 \pm 0.1$   | $1.1 \pm 0.0$ | $2.2 \pm 0.1$ | $1.3 \pm 0.0$          | $1.6 \pm 0.0$          |
| <i>cysZ</i> recombinant strain | <i>cysZ</i> : $27 \pm 6$  | $1.1 \pm 0.0$   | $1.4 \pm 0.3$ | $2.0 \pm 0.0$ | $1.0 \pm 0.1$          | $1.1 \pm 0.0$          |
| <i>ucpA</i> recombinant strain | <i>ucpA</i> : $18 \pm 8$  | $0.9 \pm 0.1$   | $1.2 \pm 0.0$ | $0.3 \pm 0.0$ | $1.0 \pm 0.1$          | $0.7 \pm 0.0$          |
| <i>yjcO</i> recombinant strain | <i>yjcO</i> : $18 \pm 4$  | $0.9 \pm 0.0$   | $1.1 \pm 0.0$ | $0.6 \pm 0.0$ | $1.5 \pm 0.0$          | $1.3 \pm 0.1$          |
| <i>lacZ</i> recombinant strain | <i>lacZ</i> : $50 \pm 23$ | $1.1 \pm 0.0$   | $0.9 \pm 0.2$ | $0.9 \pm 0.1$ | $0.6 \pm 0.1$          | $0.6 \pm 0.0$          |
| Mean value                     | /                         | $1.1 \pm 0.3$   | $1.2 \pm 0.8$ | $1.2 \pm 0.8$ | $1.1 \pm 0.3$          | $1.1 \pm 0.4$          |

**Table S2.**  $\beta$ -galactosidase activity and *lacZ* mRNA concentration in the different growth conditions.  $\beta$ -galactosidase activity was assayed as previously described (Esquerré et al. (2016). Sci. Rep. 6(1)). Two independent experiments were performed for each assay.

|                              | $\beta$ -galactosidase activity<br>(mmol/min/g prot) | <i>lacZ</i> mRNA concentration |
|------------------------------|------------------------------------------------------|--------------------------------|
| MG1655 on glucose            | < 0.05*                                              | 0.06 $\pm$ 0.02                |
| MG1655 on glucose + 1mM IPTG | 6.75 $\pm$ 0.03                                      | 63.24 $\pm$ 1.51               |
| MG1655 on lactose            | 15.93 $\pm$ 0.65                                     | 63.21 $\pm$ 14.5               |

\*value not determined because it was below the quantification limit of the assay.

48 **Table S3.** Sequences of qPCR primers used to quantify mRNAs and ribosomal RNAs  
 49 and four ERCC RNA spike-ins.

| Gene        | Function                      | Forward primer<br>Reverse primer                       |
|-------------|-------------------------------|--------------------------------------------------------|
| <i>cysZ</i> | Sulfate transporter           | CATCATTCACATCTGCCCCACG<br>GCGCCCCCATCAACAAAATAT        |
| <i>inaA</i> | Lipopolysaccharide kinase     | TGGGCAACAGAGGGCGACTG<br>CGGCCGAACGGATAACGTACG          |
| <i>ucpA</i> | NAD binding oxidoreductase    | CTCACGGGCAAGACAGCACTGA<br>TCCGCCAGCTTTTCGATCTCAG       |
| <i>yeeZ</i> | Epimerase                     | CGGGTTAGGGTGGTTAGGCATG<br>GGCTCCATGCGAAGCAGATAGC       |
| <i>yjcO</i> | Unknown function              | TTTGACATTCTTTGCCCACGCC<br>TCAAATCGCCGAGCTAAACCA        |
| <i>lacZ</i> | $\beta$ -D-galactosidase      |                                                        |
|             | <i>pair_1</i>                 | TCCGTGACGTCTCGTTGCTGC<br>TCACGCAACTCGCCGCACAT          |
|             | <i>pair_2</i>                 | CCCGCATCTGACCACCAGCG<br>CAGCGGCGTCAGCAGTTGTT           |
|             | <i>pair_3</i>                 | GTCGTGACTGGGAAAACCCTGG<br>AACTGTTGGGAAGGGCGATCG        |
|             | <i>pair_4</i>                 | AACAACTTTAACGCCGTGCGCT<br>CACCATGCCGTGGGTTTCAATA       |
|             | <i>pair_5</i>                 | CAGCTGGCGCAGGTAGCAGAG<br>GGCAGATCCCAGCGGTCAAA          |
| <i>rpsJ</i> | 30S ribosomal subunit protein | CGTACTCACTTGCGTCTGGTTG<br>AGGCTGATCTGCACGTCTACAC       |
| <i>rplK</i> | 50S ribosomal subunit protein | AGCGGCTGGTATCAAGTCTGG<br>GTCATGTCGGCAGCTTTGGTC         |
| 16S RNA     | Ribosomal RNA                 | CAAAGGAGACTGCCAGT<br>TCTCTTTGTATGCGCCATTGT             |
| 23S RNA     | Ribosomal RNA                 | TCGCTCAACGGATAAAAG<br>GATGAGCCGACATCGAGGTGC            |
| ERCC 130    | RNA spike-ins                 | GTGAAGATGATTGACCGCACGC<br>TGCATATTGCAGCTGAGCCAGC       |
| ERCC 002    | RNA spike-ins                 | CCGTCGGCTGATCGTGGTTT<br>CGACCGTACAGCTCTGGAACCC         |
| ERCC 074    | RNA spike-ins                 | GCCTTGGTAGGGATAGATAGCCACC<br>CTGGGGTTATGAGTAGGGATGAGCA |
| ERCC 096    | RNA spike-ins                 | CGTAACCAAACATGCACAGCGG<br>TCGCGTCATCGATCCGGGT          |

**Table S4.** RO and RD values for monocistronic genes in the exponential and stationary phases. (**Excel file**)

#### **Reference**

Esquerré T, Bouvier M, Turlan C, Carpousis AJ, Girbal L, Coccagn-Bousquet M. 2016. The Csr system regulates genome-wide mRNA stability and transcription and thus gene expression in *Escherichia coli*. *Sci Rep* 6

How the deposited data were processed for this re-analysis (not part of the article)

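The study sequenced ribodepleted RNA of the 7 polysome fractions A to G of 3 independent E. coli MG1655 cultures in the exponential-phase and 3 in the stationary-phase, collected 1 h after glucose depletion. The 42 libraries were grouped by phase, fraction and culture as the authors labelled them. The authors mapped the single-end reads with the Burrows-Wheeler aligner, counted them with HTSeq-count in intersection nonempty mode, and deposited raw read counts per gene without normalization. The strand setting of the counting is not stated in the paper, and whether antisense reads were counted was not tested. Each deposited value was tested to be a whole number of at least 0, and 0 values failed. Each library listed 4488 genes, of which 4479 were listed in all libraries and 9 names in each phase occurred in that phase only. Of the 4479 genes, 4469 were matched by identifier to the gene table of the annotation of strain MG1655, which gave ORF lengths and positions. The origin of replication was placed between mnmG and mioC. Table S4 of the paper lists 1563 genes in the exponential-phase and 1633 in the stationary-phase, and 1 gene in each has no length in the gene table.

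Depth was between 2568930 and 13891303 counts per library. Reads without molecular identifiers are not independent molecules, so that depth bears on counting error only, and errors are given as SDs between the 3 cultures. The Pearson correlation of log2 counts, scaled to library size, between replicate libraries lay between 0.945 and 0.994.

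Shares of mRNA per fraction were calculated from the counts divided by DESeq2-type size factors, computed by hand, and multiplied by 1 constant per library, because the RNA quantities that the authors applied were not among the values used here. The constants were solved by least squares from the RO values of the paper's Table S4 on 781 and 816 randomly chosen genes and checked on the other 782 and 817. The rule, set before the data were examined, was to use them if the median error on the genes kept apart was at most 1 point. On simulated data the solved constants differed from the true ones by at most 0.00791%. Without an added count, fraction E of stationary culture 2 was nevertheless driven to nearly 0. The simulation recovered the constants of fractions B to G too, so that a lack of a unique solution need not be the cause. Added counts of 0, 0.5, 1 and 2 were tried after the data had been seen. The median errors with 1 count were 2.34e-05 and 2.48e-05 points, far below those of the others. The largest were 7.22e-05 and 7.49e-05 points, against 5.27 and 13.6 points without an added count. These errors argue that Table S4 was calculated with 1 count added, although the paper's text names no added count. No added count was kept as the main setting because the plan had none and because a setting should not be chosen by its closeness to the paper, and 1 count is reported as an alternative. The main setting was changed once: the calculation was first set up with 1 count as the main setting, before RO and RD had been summarized.

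RO was the share of fractions B to G, averaged over cultures. The peak fraction was found by the bootstrap on residuals described by the authors, with 1000 data sets and a confidence of 95%. During exploration, 16 bootstrap settings per phase were looked at, and the one set before the data were examined was kept. RD was the number of ribosomes of the peak fraction, from Fig. 1 of the paper, per 100 nt of ORF. On simulated data, the bootstrap found 600 of 600 peaks in the right fraction and gave a peak to 23 of 600 genes without one. Relations across genes were Spearman correlations with 100000 permutations, and the Benjamini-Hochberg adjustment covered 20 relations. Cultures were compared by exact permutation tests.

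The test of the distribution over fractions was planned as a quasi-likelihood F test of negative binomial counts. It was run with limma 3.58.1 (voom, lmFit and eBayes) in R 4.3.3 instead. The deposited text separates its columns by semicolons, which the automatic check of units could not split. The unit was therefore entered as other than counts after that check had reported a problem, and with that entry tools that model counts as negative binomial were not open to use; the planned DESeq2 alternative was not run. TMM normalization (trims of 30% and 5%), RLE size factors and the expression filter were written by hand. The model had terms for culture, fraction and phase by fraction, and an adjusted p under 0.05 was the threshold. On counts simulated with a dispersion of 0.05, 31 of 100 genes changed 2-fold and 89 of 100 genes changed 4-fold were called in the right direction, and 5.51% of the calls were on unchanged genes. A first simulation had only 2-fold changes; 4-fold changes were added after its low recovery had been seen. The other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

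Genes were named by a rule set before the data were examined. Named were the genes in the text and in Fig. S1 and, in each phase, the 4 genes of Table S4 with the lowest RO. For each of the contrasts of free share and ribosome load, the 3 genes with the smallest p in each direction were added. These were taken among genes whose difference had the same sign in all 9 pairs of cultures. Both contrasts are given for all named genes under each alternative in which they were tested, after they had for a time been limited to the printed ones once the values had been seen, and the distribution over fractions for the 8 genes of Fig. S1 only. The alternatives were other normalizations and filters, the term for the culture, other constants, other peak rules, other sources of the mRNA level, and leaving out each culture in turn. Alternatives chosen after the data had been seen were 1 count added, the share per minute of elution (fraction limits read by eye from Fig. S2) and a constant ORF length. The regression models of the paper were left out, because they need a genome sequence and variables from the literature that were not used here. The qPCR experiments on induced genes have no deposited counts.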

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

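The values of the tests on the small RNAs and on the ORF length in this part were seen only after the tests had been chosen, but the opposite relations with ORF length that those tests examine had been seen before.

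Many small RNAs were found partly outside fraction A, but some abundant ones lay mostly in it. The paper mentions small RNAs as regulators of translation but does not report their own distribution over fractions. The median share of fractions B to G was 69.3% over 36 small RNAs in the exponential-phase and 55.4% over 48 in the stationary-phase. The range was wide, from 10.5% (rnpB) to 95.2% (ryfD) and from 7.51% (chiX) to 94.6% (eyeA), respectively. Among abundant small RNAs, the share was 25.8% and 9.93% for ssrS, but 42.1% and 59.6% for csrB. The shares of small RNAs drew attention as a signal in genes for which the paper reports no distribution. With equal constants the shares were 51.1% and 35.4%, so that the constants raised them; equal constants also leave all counts of fractions B to G in place, so that this comparison cannot show how much of the rest is real. A first reading, that the constants were ruled out, was withdrawn after the values had been seen. If carry-over of fraction A into the neighbouring fraction B had created them, fractions C to G would have held little; they held a median of 59.9% and 28.5%. Carry-over into fraction B alone does not account for the whole of the median shares, and these cannot be told apart from an effect of the constants. In the stationary-phase, fraction B held more than fractions C to G for ssrS (7.66% against 2.27%), ffs (7.55% against 2.47%) and rnpB (20.1% against 8.93%). Carry-over stays possible for these 3. In the exponential-phase, fraction B held less for ssrS (8.12% against 17.7%) and ffs (18.1% against 32.2%), and about as much for rnpB (5.43% against 5.02%). Reads of mRNAs that overlap a small RNA gene, and carry-over beyond fraction B, were not tested, so that the shares may still be technical. No biological explanation was tested.

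At constant mRNA level, RO changed with ORF length in opposite directions in the 2 phases, and the partial rho differed by -0.217 (stationary-phase minus exponential-phase, 1562 genes, permutation test, p = 1e-05, the smallest that the permutations can give). Each culture number taken alone gave a difference between -0.281 and -0.162. With equal constants the difference was -0.124, and among genes with at least 100 counts it was -0.240 (permutation tests, p = 1e-05 for both). With equal constants, however, the partial rho was 0.107 in the exponential-phase and only -0.0171 in the stationary-phase, against 0.122 and -0.0944 over the same genes with the constants. The opposite directions therefore depend on the constants, while a difference between the phases was also seen without them and among genes with more counts. Fragmentation of long mRNAs during extraction was not tested. A difference between the phases in how ORF length bears on RO is therefore a hypothesis, found and tested on the same data, and it could also be technical.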

How the results depend on the processing

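No test in this part was chosen after its result had been seen, but 3 alternatives were: 1 count added, the share per minute of elution and a constant ORF length; the others were chosen before the data were examined. Of 819 comparisons of 98 results with an alternative, 41 lost and 13 gained their side of the threshold, 12 moved by more than the spread between replicates or 1.5-fold, and 23 changed sign. Among the 15 results planned at the outset, 17 of 143 comparisons changed in one of these ways; the others kept their direction and side of the threshold or stayed within these limits, some with large changes in value that are given below. The cause was not tested for any change below unless it is named.

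Leaving out the term for the culture lowered the number of genes whose distribution differed to 1213. It lowered the number for free share to 1462 and the number for ribosome load to 744. Testing only the genes of Table S4 gave 943, 855 and 543 genes for distribution, free share and ribosome load, because 1562 genes were tested in place of 4281. Across the 3 fits that each left out one replicate, the counts were 1685 to 1828, 1786 to 1846 and 1086 to 1256. A term for the replicate number across phases gave 2473, 2245 and 1598 genes; deviations of libraries with the same number in both phases had a mean correlation of -0.00636, against 0.00296 for different numbers. The planned DESeq2 alternative was not run. The share of genes with a larger free share in the stationary-phase fell from 54.1% to 45.7% with RLE size factors, 42.5% with at least 10 counts in every library and 47.3% among the genes of Table S4. For ribosome load, the share higher was 51.6%, against 57.3% with at least 10 counts in every library and 36.6% among the genes of Table S4. Neither balance is settled. Both are relative to the typical gene of the same library, with median log2 differences over all genes of 0.0415 for free share and 0.0146 for load. They therefore cannot show a shift shared by most genes. Of the 4 splits of the 6 cultures that part all 3 same-numbered pairs, 1 gave as many genes as the real one for each of the 3 counts, namely the real split itself; with so few splits a share under 0.05 cannot be reached. Any other of the 10 splits gave at most 3, 40 and 1 genes.

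For the genes of Fig. S1, the 3 fits without one replicate gave adjusted p values of 0.0490 to 0.258 for hyaB, 0.0156 to 0.161 for yhdV, 0.00204 to 0.163 for shoB and 0.000269 to 0.0781 for cadC, all from limma. Over all alternatives, the ranges were 0.00112 to 0.518 for hyaB and 9.74e-05 to 0.119 for livH. The 12 genes picked for free share or ribosome load stayed under 0.05 with the same sign, in the contrast they were picked for, in each alternative in which they were tested. Over both contrasts of all named genes, 31 of 608 comparisons lost the threshold, 13 passed it and 18 changed sign. None of the named-gene results that changed sign had an adjusted p under 0.05 before the change of setting. For free share, the log2 difference of inaA was -0.12 with RLE size factors, -0.0051 without a filter and -0.18 with at least 10 counts in every library, that of yhjJ was -0.041 and -0.10 with the first and the last of these, and that of icdC was 0.079 with a term for the replicate number across phases. For ribosome load, that of ucpA was 0.059 with at least 10 counts in every library and 0.0012 without the term for the culture. Without one replicate, the log2 difference in free share ranged from -0.11 to 0.10 for yeeZ, -0.024 to 0.031 for inaA, -0.24 to 0.034 for cysZ, -1.08 to 0.44 for icdC, -0.050 to 0.17 for yhjJ and -0.78 to 0.35 for ldrD, and that in ribosome load from -0.33 to 0.034 for lacZ, -0.17 to 0.17 for ucpA and -0.089 to 0.42 for ldrA.

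With equal constants, mean RO was 82.3% in the exponential-phase and 83.3% in the stationary-phase, and mean RD was 0.477 and 0.401 ribosomes/100 nt. The level of RO and most of the difference in RD rest on the constants. Equal constants bring the typical gene to about equal counts in all fractions of both phases. That largely sets this RO and removes a shift shared by most genes. The comparison therefore cannot show whether the level of RO or the difference in RD is real. Leaving out one replicate gave a mean RO of 87.8% to 91.9% and 89.7% to 91.7%. The difference in mean RO between phases was -0.709 points over all genes and ranged from -2.06 to 3.11 points when a replicate was left out, so that its sign is not determined. With equal constants it was 1.16 points (exact permutation test, p = 0.1, the smallest that 3 cultures against 3 allow). The difference in bound ribosomes between phases, -2.68, shrank to -0.472 with equal constants, so that most of its size rests on the constants. A smaller difference was set in advance there, for the same reason as for RD. The difference was -2.48 with the ribosome numbers of the exponential-phase in both phases and ranged from -2.89 to -2.57 without 1 replicate.

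Without a bootstrap, all 1562 genes of the exponential-phase and all 1632 of the stationary-phase had an RD. With the share per minute of elution, 407 and 824 genes had one, with means of 0.847 and 0.247 ribosomes/100 nt. The numbers of genes with an RD ranged from 566 to 958 and from 959 to 1338 without one replicate, and mean RD from 0.532 to 0.742 and from 0.233 to 0.322 ribosomes/100 nt. When 1 count was added, shares of fractions B to G moved by up to 2.78 points in the exponential-phase and 3.00 points in the stationary-phase. The numbers of genes with an RD were then 806 and 1130.

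The Spearman rho of RO with the mRNA level in fraction A alone was -0.00466 in the exponential-phase (permutation test, p = 0.854); RO is tied negatively to fraction A by its definition, which pulls this rho down. With the level from the other phase, which shares no counts with RO, rho was 0.182 and 0.353. Lasting properties of a gene could still link them, since RO itself had a Spearman rho of 0.569 between the phases. Leaving out one replicate gave 0.317 to 0.337 and 0.415 to 0.447. For RD, a constant ORF length gave -0.00966 in the exponential-phase and 0.0458 in the stationary-phase, and leaving out one replicate gave -0.0755 to 0.190 and 0.297 to 0.342. RD is itself divided by ORF length.

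The regression coefficients of mRNA level and ORF GC content planned for RO and RD, 6 in all, could not be fitted, because no genome sequence was used here. Low counts in fraction A limit RO. There, 15.4% of the genes of Table S4 in the exponential-phase and 11.3% in the stationary-phase had under 10 counts in at least 1 library. The other fractions were not compared in this way.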

Differences from the paper's values

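None of the comparisons in this part was chosen after its result had been seen, apart from those said to be.

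The number of stationary-phase genes with fewer than 10 reads was 64, against the paper's 21. The paper's text does not say over which libraries the reads were summed. Counting genes under 10 in every culture gave 79 and under 10 in at least 1 culture gave 121, definitions added after the data had been seen; no alternative set before the data were examined applies to this number, and none of the definitions closed the gap. For the exponential-phase, the number was 97 against the paper's 91.

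In a comparison added after the value had been seen, the RO of lacZ in the exponential-phase was 89.3%, against the paper's 34% (error 19%) for uninduced lacZ, which the paper measured by qPCR in other cultures. Each alternative set before the data were examined kept this difference, with RO from 81.2% with equal constants to 91.9% without replicate 2.

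The first line of Fig. S1 gives shoB, yhdV, yahI and hyaB as alike in both phases. The limma test here called all of them, with adjusted p = 0.00681, 0.0109, 2.49e-05 and 0.0202. That test is relative to the typical gene of the same library, while the figure shows each gene's own shares. A call therefore does not by itself oppose the figure. The share of fraction A differed for shoB, with 82.9% ± 5.97 (SD, n = 3 cultures) in the exponential-phase and 57.8% ± 9.69 (SD, n = 3) in the stationary-phase. It stayed low in both phases for the others. The shares were 4.35% ± 1.43 and 1.88% ± 1.39 for yhdV, 2.19% ± 0.876 and 4.58% ± 1.46 for yahI, and 1.17% ± 0.486 and 3.24% ± 1.20 for hyaB (SD, n = 3). In a comparison added after the values had been seen, the log2 load contrast was 1.32 for hyaB and 0.898 for yhdV. Yet fraction G held 39.8% and then 28.4% of the hyaB mRNA, and 6.81% and then 2.58% of the yhdV mRNA. These contrasts can therefore reflect a shift of the typical gene. For yahI, with a contrast of 3.22, fraction G went from 14.4% ± 8.74 to 25.8% ± 15.9 (SD, n = 3). The cause of the difference from the figure was not tested for shoB. Settings under which a gene of this line was not called were the fit without the term for the culture (hyaB, 0.518), without replicate 1 (yhdV, 0.161), without replicate 2 (hyaB, 0.258; yhdV, 0.133; shoB, 0.163) and without replicate 3 (hyaB, 0.182; shoB, 0.0501), all adjusted p values from limma.

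The Results of the paper give mRNA concentration as a positive factor of RD in one of its culture conditions, in a regression on other variables, while its Discussion gives it as positive for RD in both. Here the Spearman rho of RD with mRNA level was positive in both, at 0.101 and 0.356. Without replicate 3 it was -0.0755 in the exponential-phase and 0.342 in the stationary-phase. At constant ORF length, an alternative chosen after the values had been seen, it passed 0.05 in neither.

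The paper names icdC and ymgF as the genes above the maximum density in the exponential-phase. Here they were icdC and yoaI, with RDs of 4.97 and 10.9 ribosomes/100 nt, and ymgF had no single peak fraction. Settings set before the data were examined that gave ymgF an RD above the maximum, 3.74 ribosomes/100 nt, were the 80% peak, no bootstrap and the fit without replicate 1; in these 3 settings yoaI also lay above it. With 1 count added or with the share per minute of elution, both chosen after the values had been seen, icdC and ymgF lay above the maximum and yoaI had no single peak fraction.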

Other observations

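The tests on the RO of type I toxin mRNAs were chosen only after the result had been seen. The constant ORF length and the share per minute of elution were also chosen after the data had been seen. The other tests in this part were chosen before their results had been seen.

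RO rose with mRNA level across genes in both phases. If noise in shared counts made this relation, it would vanish when RO and level came from different cultures. There, rho was 0.324 and 0.432, which leaves open a technical link that a gene keeps in every culture. If low counts made it, it would vanish among genes with at least 100 counts; rho was 0.306 and 0.462. A floor of signal in fraction A that does not follow the mRNA would flatten the slope of the density in fraction A on that in fractions B to G among the genes of the lowest level. The slope was 0.851 in the exponential-phase (1.02 in the highest group) and 0.841 in the stationary-phase (0.917 in the highest group). It was lower at low level, as a floor would make it, and an RO that rises with level would lower it too, so that the relation cannot be told apart from a weak floor. The rule first written for this test ruled the floor out; that reading was withdrawn after the values had been seen. DNA carried in fraction A would make the density there fall with distance from the origin; among the genes of the lowest level rho was 0.0467 (permutation test, p = 0.288) and 0.00383 (permutation test, p = 0.928), which gave no sign of it in the exponential-phase. In the stationary-phase the test cannot tell, since cells that do not replicate their DNA would show no such fall, and a first reading that ruled DNA out there was withdrawn after the values had been seen. The paper states that fraction A contained DNA. Noise in shared counts and low counts alone do not account for the relation. The paper's reading, a higher efficiency at higher concentration, and a weak floor in fraction A could both give it. The paper also rests its reading on selected genes whose transcription was induced, which have no deposited counts. It speculates too that translating ribosomes could protect mRNA from decay, while holding that in its experiments concentration acted on translation. This was not tested here.

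RD rose with mRNA level, but at constant ORF length the partial rho was -0.00966 (permutation test, p = 0.788) and 0.0458 (permutation test, p = 0.123). ORF length may therefore account for the relation in both phases, since it enters RD and the level per kb. The paper removed ORF length from its RD model because RD is inversely proportional to it.

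No gene with an RD peaked in fraction D or E, which span fewer minutes of elution. With the share per minute, 31.0% of the genes in the exponential-phase peaked in D or E, 479 of the 1562 genes in E and 6 in D. In the stationary-phase 2.63% did, 43 of the 1632 genes in D and 0 in E. The width of the fractions may therefore account for part of the absence, in a fraction that differs between the phases, and the rest is open. The limits of the fractions were read by eye from a profile of the exponential-phase.

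Genes of type I toxin systems had a low RO. The 7 such genes in the exponential-phase were dinQ, hokB, hokE, ldrD, mokB, symE and tisB, and ldrA was added in the stationary-phase. Their median RO in the exponential-phase was 32.1%, against 89.5% in random lists matched on mRNA level and ORF length. That of the 8 genes in the stationary-phase was 42.8%, against 92.5%. Both medians lay at percentile 0 of 10000 random lists, but this was largely set by the choice of the genes, since the toxins include the genes of lowest RO that drew attention to them. A test without the 4 genes of Table S4 with the lowest RO in each phase was added after the other values had been seen. It left 3 toxin genes (hokE, symE and tisB). Their median RO was 75.5% in the exponential-phase, against 88.3% in matched lists, and 72.0% in the stationary-phase, against 91.1%, again at percentile 0 of the lists. The mRNA level and ORF length of these genes do not account for the RO of the 3 left; for the toxins as a group the test cannot tell, and a first reading that ruled this explanation out was withdrawn. A low RO of toxin mRNAs held back from translation is a hypothesis that these data suggest; antisense RNA counted on the same genes was not tested and could also give it.

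Of the genes that the paper induced and measured by qPCR, lacZ (b0344) had an RO of 89.3% ± 5.22 (SD, n = 3 cultures) in the exponential-phase, which differs from the paper's qPCR value, and 85.3% ± 3.37 (SD, n = 3) in the stationary-phase of these uninduced cultures. In the exponential-phase, RO was 90.2% ± 4.62 (SD, n = 3) for inaA (b2237), 91.9% ± 3.48 (SD, n = 3) for ucpA (b2426), 93.1% ± 2.98 (SD, n = 3) for yeeZ (b2016) and 90.1% ± 2.37 (SD, n = 3) for yjcO (b4078). For cysZ (b2413) it was 94.9%, 89.9% and 92.2% in the 3 cultures.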
